# Modulation of PICALM Levels Perturbs Cellular Cholesterol Homeostasis

**DOI:** 10.1371/journal.pone.0129776

**Published:** 2015-06-15

**Authors:** Jacob L. Mercer, Joseph P. Argus, Donna M. Crabtree, Melissa M. Keenan, Moses Q. Wilks, Jen-Tsan Ashley Chi, Steven J. Bensinger, Catherine P. Lavau, Daniel S. Wechsler

## Abstract

PICALM (Phosphatidyl Inositol Clathrin Assembly Lymphoid Myeloid protein) is a ubiquitously expressed protein that plays a role in clathrin-mediated endocytosis. PICALM also affects the internalization and trafficking of SNAREs and modulates macroautophagy. Chromosomal translocations that result in the fusion of PICALM to heterologous proteins cause leukemias, and genome-wide association studies have linked PICALM Single Nucleotide Polymorphisms (SNPs) to Alzheimer’s disease. To obtain insight into the biological role of PICALM, we performed gene expression studies of *PICALM*-deficient and *PICALM*-expressing cells. Pathway analysis demonstrated that *PICALM* expression influences the expression of genes that encode proteins involved in cholesterol biosynthesis and lipoprotein uptake. Gas Chromatography-Mass Spectrometry (GC-MS) studies indicated that loss of PICALM increases cellular cholesterol pool size. Isotopic labeling studies revealed that loss of PICALM alters increased net scavenging of cholesterol. Flow cytometry analyses confirmed that internalization of the LDL receptor is enhanced in *PICALM*-deficient cells as a result of higher levels of LDLR expression. These findings suggest that PICALM is required for cellular cholesterol homeostasis and point to a novel mechanism by which PICALM alterations may contribute to disease.

## Introduction

PICALM (Phosphatidyl Inositol Clathrin Assembly Lymphoid Myeloid protein) is a ubiquitously expressed accessory adaptor protein that functions in Clathrin-Mediated Endocytosis (CME) [1–3]. PICALM’s role in CME is mediated by its N-terminal ANTH domain that allows it to interact with Phosphatidylinositol 4,5-bisphosphate (PIP_2_) and associate with the plasma membrane [4]. PICALM also binds to the clathrin heavy chain through a poorly defined clathrin binding region in its C terminal region [5]. PICALM regulates the internalization and localization of specific cell surface proteins, such as the transferrin receptor (TfR) and the epidermal growth factor receptor (EGFR). Loss of PICALM results in perturbed internalization of TfR and EGFR, while PICALM overexpression has a dominant negative effect on the internalization of these receptors [2, 3, 5–7]. In addition, PICALM plays a key role in regulating vesicle size, since PICALM deficiency results in enlarged and elongated vesicular formation [2, 8, 9].

PICALM also regulates the internalization and localization of specific soluble NSF attachment protein receptors (SNAREs), including VAMP2, VAMP3, and VAMP8 [8, 10–13]. These SNAREs play important roles in vesicular trafficking, including the endosomal-lysosomal system and macroautophagy [8, 10–13]. In the absence of PICALM, specific SNAREs are mislocalized and retained at the plasma membrane [12, 13]. We recently showed that PICALM modulates macroautophagy as a result of its ability to regulate SNARE protein localization [13]. The effect of PICALM on the cellular localization of SNAREs may impact other cellular processes involving trafficking. Indeed, a recent study indicated a role for PICALM perturbation in endosomal-lysosomal maturation affecting the intracellular trafficking of the cKIT receptor [14].

In addition to its role in endocytosis and SNARE localization in the cytoplasm, a fraction of PICALM can also be found in the nucleus. PICALM contains a Nuclear Export Signal (NES) that allows it to shuttle between the nucleus and the cytoplasm. The role of PICALM within the nucleus is presently not known, although it can activate gene transcription in reporter assays [15].

PICALM alterations have been associated with several human diseases. The *PICALM* gene was initially identified as a site of chromosomal translocation in a cell line derived from a lymphoma patient [16]. In the U937 cell line, *PICALM* is fused to *AF10* as a result of a t(10;11) chromosomal translocation that has since been described in a variety of hematologic malignancies, including acute lymphoid and myeloid leukemias [17, 18]. We recently reported that CALM contributes to the leukemogenic properties of CALM-AF10 as a result of its NES motif [19, 20].

Several Genome Wide Association Studies (GWAS) have reported that specific single nucleotide polymorphisms (SNPs) within *PICALM* are associated with the development of late onset Alzheimer’s Disease (LOAD) [21–24]. However, the mechanisms by which PICALM contributes to the development of LOAD are unknown. Recent studies suggest that PICALM may be involved in the production of toxic amyloid beta plaque formation [25]. Moreover, PICALM is involved in macroautophagy and can affect Tau accumulation, both of which may play essential roles in the development of LOAD [13].

To gain insight into the biology of PICALM, we performed microarray studies comparing gene expression in *Picalm* knockout and *PICALM*-rescued cells. Pathway analysis suggested that PICALM perturbation results in altered expression of genes in the cholesterol biosynthesis pathway. Using quantitative PCR, we confirmed that PICALM overexpression and PICALM loss results in elevated cholesterol biosynthesis pathway gene expression in multiple cell types. Isotopic labeling studies demonstrated that reduction of PICALM levels results in both increased cellular cholesterol levels and net scavenging rate. Collectively, these studies suggest that PICALM plays a role in cellular cholesterol metabolism, highlighting a novel mechanism by which alterations of PICALM might contribute to disease.

## Materials and Methods

### Ethics Statement

All *in vivo* and euthanasia procedures in this study were carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. Adult mice were euthanized by CO_2_ exposure and fetuses were euthanized by decapitation. The animal studies described here have been approved by the Duke University Institutional Animal Care & Use Committee (IACUC) (Protocol# A021-13-01). All efforts were made to minimize animal suffering.

### Animal Welfare

The animal studies described here have been approved by the Duke University Institutional Animal Care & Use Committee (IACUC) (Protocol# A021-13-01). Adult mice were euthanized by CO_2_ exposure and fetuses were euthanized by decapitation. None of the experiments performed involved animal suffering.

### Cell Culture

HEK293 cells (ATCC, catalog # CRL-1573), MEFs [5] and retroviral packaging Plat-E cells (a gift from T. Kitamura) [26] were maintained in DMEM (Gibco, Life Technologies, Grand Island, NY, USA) supplemented with 10% fetal bovine serum (Gibco, Life Technologies), 1% penicillin/streptomycin (Gibco, Life Technologies,). For lipid withdrawal experiments, HEK293 cells were grown with 10% lipid deficient fetal calf serum (Sigma). CAD neuronal cells (a gift from Dona Chikarashi (Duke University) in March 2012) [27, 28] were cultured in DMEM/F12 (Gibco, Life Technologies) supplemented with 8% fetal bovine serum (FBS), penicillin and streptomycin (Invitrogen, Carlsbad, CA, USA). HEK293 and Plat-E cells were transfected by calcium chloride transfection [29]. HEK293 cells transfected with pRSMX vectors were selected with puromycin (Sigma-Aldrich, St. Louis, MO, USA). MEFs and CAD cells were infected by co-culture with filtered (0.45 uM filter) Plat-E supernatant in the presence of polybrene (Sigma-Aldrich) (2 μg/ml). Hematopoietic cell lines were generated by immortalizing fetal liver cells harvested from E14 *fit1 Picalm* ^*fit1-5R*^ mouse embryos [5]. *fit1 Picalm* ^*fit1-5R*^ mice have a mutation that codes for a non functional Picalm protein missing 82% of its amino acid sequence ([30]), herein referred to as *Picalm* ^-/-^. Fetal liver cells were retrovirally transduced with MLL-ENL using the MSCV-IRES-eGFP vector [31] and serially replated in methylcellulose culture to select immortalized hematopoietic progenitors as previously described [32]. Cells were maintained in liquid culture in RPMI medium supplemented with 10% FBS, glutamine, penicillin and streptomycin (Invitrogen) with recombinant murine interleukin-3 and stem cell factor (5 ng/ml and 50 ng/ml, respectively, Peprotech, Rocky Hill, NJ, USA). The doubling times for cells used within the study were calculated using Eq 1. c(t) = cell number at time t, t = time, c0 = cell number at time 0, k = exponential constant.

c(t)=c0*e^kt Eq 1

### DNA Constructs and Vectors

PICALM shRNA were expressed using the pRSMX retroviral vector (kindly provided by Louis Staudt (NIH)) [33]. An shRNA directed against luciferase (5’ GTGGATTTCGAGTCGTCTTTAAT-3**’**) was used as a negative control. Several shRNAs were used to knock down PICALM in human or murine cells: *Picalm* shRNA4 (5**’**-GCCTTAATGTTGACTTTGAAT-3**’**), *Picalm* shRNA10 (5”- GAAATGGAACCACTAAGAA-3’), *Picalm* shRNA15 (5’-GAGCACAGATACAGTTTAT-3’). All shRNAs were cloned into *HindIII and BglII sites*. shRNA4 targets human and mouse PICALM. shRNA10 targets human and mouse PICALM, however, results in no knockown of human PICALM in HEK293 cells. shRNA15 targets human and mouse PICALM but results in a very modest knockown of PICALM in mouse cells. *Picalm* knockout fetal liver hematopoietic cells were rescued by retroviral transduction of human PICALM cDNA using the MSCVneo retroviral vector [34]. Control cells were infected with the MSCVneo empty vector. Transduced cells were selected in G418 (Geneticin; Gibco, Life Technologies). Transfections into HEK293 cells were performed using calcium chloride transfection [29]. PICALM overexpression experiments in HEK293 cells were performed using human *PICALM* cDNA [5] subcloned into the bicistronic MSCV-IRES-eGFP (MIE) retroviral vector. The HEK293 control cells were transfected with the MSCV-IRES-eGFP (MIE) empty vector.

### Antibodies and Reagents

The following reagents were used: rabbit anti-PICALM antibody (HPA019061, Sigma-Aldrich, 1:1000), mouse anti-actin antibody (AC-40, Sigma-Aldrich, 1:1000), rabbit anti-actin antibody (A2066, Sigma-Aldrich, 1:1000), rabbit anti-SREBP2 antibody (ab28482, 1:1000, Abcam, Cambridge, MA, USA,), IRDye680-conjugated donkey anti-rabbit antibody (926–68073, 1:5000, LI-COR, Biosciences, Lincoln, NB, USA), PE-conjugated mouse anti-human LDLR antibody (FAB2148P, 1:20, R&D Systems, Minneapolis, MN, USA), PE-conjugated mouse IgG Isotype antibody (IC002P, 1:20, R&D Systems).

### Western Blot Analysis

Cells were lysed in Laemmli buffer and lysates were resolved by SDS–PAGE electrophoresis (using 7.5% acrylamide gels) and transferred to polyvinylidene difluoride membranes (IPFL00010, Millipore, Billerica, MA, USA). Membranes were incubated with the appropriate antibody overnight in Odyssey Blocking Buffer (Li-Cor) with 0.1% Tween-20. Membranes were washed in TBS with 0.1% Tween-20. Secondary antibody incubation was performed in Odyssey Blocking Buffer with 0.1% Tween-20 and 0.02% SDS for 30 min. Membranes were washed and proteins were quantitated using an Odyssey Infrared fluorescence imaging system (Li-Cor). All uncropped western blots are included as **S5 Fig.**

### Microarray

Total RNA was isolated using Qiagen RNeasy Micro kit (Qiagen, Valencia, CA) according to the manufacturer’s protocol and analyzed by Mouse Genome 430 2.0 Array (Affymetrix, Santa Clara, CA, USA). Array data were then normalized by RMA for further analysis. To identify differentially expressed genes, we applied the SAM 4.01 Excel Add-In that provides the estimate of False Discovery Rate (FDR) for multiple testing. Using an FDR threshold of 12.3%, we identified 343 probe sets, whose expression values were extracted, mean-centered [35] and clustered by Cluster 3.0 and displayed by Treeview v1.6 as done [36] These selected genes were then deposited into GATHER (gather.genome.duke.edu) [37] to determine the enrichment for the Gene Ontology (GO) and KEGG (KEGG). Specifically, KEGG pathway analysis was used in this study. 

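The genes with the clearest differences between the groups were lower in PICALM-rescued cells. Gpsm1, which encodes a modulator of G-protein signaling, was at a log2 level of 7.74 ± 0.09 (SD, n = 4) in knockout cells and 7.14 ± 0.10 (SD, n = 4) in rescued cells, and Mef2c, a transcription factor of lymphoid and myeloid progenitors, was at 9.95 ± 0.10 and 9.40 ± 0.06. Both were lower in the rescued cells of all 4 lines, and both had the lowest adjusted p of the limma fit, 0.239, so that no probe set passed the 12.3% threshold. Without adjustment, 583 probe sets were higher and 491 lower at a p under 0.05, numbers that depended on single arrays (365 and 291 without the rescued array of line 6A, 961 and 678 without the knockout array of line 84) and lines (220 and 201 without line 6A, 1407 and 1193 without line 84). The other genes with the smallest p and the same direction in all 4 lines, none of which passed, were Tbc1d19, Cp, Cnn3, Bphl, Aopep, Denr, Abcb1b and Fam76b on the lower side and Thbs1, Lyst, Ethe1, Pip5k1b, Ltb4r1, Cklf, Ybx2, Sema4a, Arrb2 and Rcsd1 on the higher side. Thbs1, which encodes the secreted glycoprotein thrombospondin, was 2.12-fold higher, and Lyst, a regulator of lysosomal trafficking, was 1.66-fold higher. With the cell line as a block, 17 probe sets were lower and 1 was higher at the same threshold. The lower ones included Cd28 (adjusted p = 0.0305 from limma), Sox4, a transcription factor of progenitors (0.0305), Cp, which encodes ceruloplasmin (0.0664), Gpsm1 (0.0799) and Tcf4 (0.0799), and the higher one was Grb14, an adaptor protein of receptor tyrosine kinases (0.061). The Cp probe set called with the block was 1.72-fold lower and is not the one in S5 Table. Sox4, Tcf4 and Grb14 were chosen here after their values were seen. SAM at an FDR of 12.3% called 22 probe sets higher and 39 lower without pairing, and 137 and 475 with the lines paired. Without both arrays of line 84, 8 probe sets passed in limma without the block, all lower, among them Sdc1, Mef2c and Sox4.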

All array analysis was conducted using log2 scale. The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE64855.

### Quantitative RT-PCR Analysis

Total RNA was isolated from MEFs using RNeasy Mini Kit (Qiagen). RNA was reverse transcribed using iScript cDNA Synthesis Kit (Bio-Rad, Hercules, CA, USA) according to the manufacturer’s protocol. Real time quantitative PCR was performed using iQ Sybr-Green Mix (Bio-Rad) according to the manufacturer’s protocol. Amplification data were collected using the iQ5 Optical System (Bio-Rad). The expression levels of cholesterol biosynthesis genes were normalized to beta 2-microglobulin (β2M) and then to empty vector or shRNA luciferase control cells by the ΔΔCT method. Primer pair sequences are provided in **S1 Table** and **S2 Table**.

### Surface Expression and Internalization Assays

HEK293 cells growing exponentially were trypsinized with 0.05% Trypsin/EDTA (Invitrogen) until approximately 30% of cells lifted off the plate. Trypsinization was stopped with serum-containing ice cold media. Cells were washed with cold PBS and resuspended in HFN (Hanks Balanced Salt Solution, FBS (2%), Sodium Azide (NaN3 0.02%) containing rat IgG (1 μg/ml) for 20 min. Cells were then stained with anti-human LDLR-PE or mouse PE-conjugated IgG Isotype control for 30 minutes on ice. Cells were washed twice with cold PBS and then directly analyzed by flow cytometry (C6, Accuri, Ann Arbor, MI, USA) to measure LDL receptor surface expression by quantification of mean fluorescence intensity. For internalization assays, cells stained with antibodies and rinsed in PBS were divided into multiple tubes and incubated at 25°C for indicated time points to induce internalization. Cells were incubated at 25°C rather than 37°C to slow down LDL receptor internalization and improve accuracy of measurements. Ice-cold acid wash buffer (0.5 M NaCl/0.2 M acetic acid) was added to halt receptor internalization and strip residual LDL receptor from the cell surface. Cells were washed twice with cold PBS and flow cytometry was used to measure the mean fluorescence intensity emitted by internalized LDL receptor molecules. The rate of LDL receptor internalization was calculated by dividing the LDL receptor internalized at each time point by the initial LDL receptor surface expression.

### Lipid Quantitation and ^13^C Tracer Analysis

HEK293 cells were cultured in glucose-free DMEM (Gibco, Life Technologies) supplemented with 10% FBS, 1% pen/strep, and 25 mM glucose. Unlabeled cells were cultured in natural glucose (Sigma-Aldrich), while labeled cells were cultured in a 1:1 molar ratio of natural to U-^13^C_6_-glucose (110187-42-3, Cambridge Isotopes, Andover, MA, USA). To reach steady state, cells were cultured in natural or label-containing medium for 6 d. The medium was changed every 12 hours. Cells were grown at the same cell density and were maintained in a subconfluent state by splitting every 48 hours. After 6 d (144 h) in natural or label-containing medium, cells were collected, counted, washed, and frozen at -80°C. To obtain growth curves, HEK293 shRNALuc and shRNA4 cells were grown in quadruplicate in the natural and label-containing medium after splitting the cells on d4. Cells were counted 24 and 48 h after the initial plating in order to measure cellular growth rates. Doubling time was determined by fitting cell counts at 24 h (120 h–d5) and 48 h (144 h–d6) to an exponential curve using Excel (Microsoft).

Calibration curves were made using the GLC-96 fatty acid methyl ester (FAME) mix (Nu-Chek Prep), methyl cis-vaccenate (Nu-Chek Prep), and cholesterol (Sigma). 4 μg of trinonadecanoin (Nu-Chek Prep) and stigmastanol (Sigma-Aldrich) were added in 400 μL of toluene to each sample as internal standards. 3 mL of methanol and 600 μL of 8% (w/v) HCl in methanol were added to each sample before incubating at 45°C for 16 h. 2 mL of 0.04 M aqueous NaCl was added to the reaction mix and FAMEs and free sterols were extracted twice using 2 mL of n-hexane. The combined organic phases were dried under vacuum (EZ-2 Elite) and dissolved in 300 μL n-hexane. One hundred μL of this solution was used directly for FAMEs analysis via GC/MS. 150 μL of this solution was dried again under vacuum and dissolved in 25 μL of 1:1 (v/v) pyridine and *N*,*O*-bis(trimethylsilyl) trifluoroacetamide with trimethylchlorosilane 99:1 (Sigma-Aldrich). The resulting trimethylsilyl derivatives were directly analyzed via GC/MS.

Data was collected on an Agilent 5975C MSD (Agilent Technologies, Santa Clara, CA, USA) connected to an Agilent 7890A Gas Chromatograph (Agilent). FAMEs were analyzed on the Agilent DB-WAX column (122–7032). Trimethylsilyl ether sterols were analyzed on a ZB-MR-1 column (7HG-G016-11, Phenomenex, Torrance, CA, USA). GC/MS settings and oven programs are available upon request. Ions monitored for each analyte are provided in **S3 Table**. Area under the curve (AUC) quantitation was conducted on ChemStation software (Agilent). Absolute quantitation of fatty acids and cholesterol was achieved by first normalizing the analyte AUC (sum of all collected isotopologues) to the internal standard AUC (M+0 only). This ratio was fit to the appropriate calibration curve and then normalized to cell number. The relative contributions of synthesis and scavenging were determined by fitting the isotopologue distributions at steady state (>5 divisions in label media) by modeling the isotopologue distribution as described in [38, 39]. Note that for 16:1(n-7), the “scavenged” population includes scavenged 16:0 desaturated by stearoyl-CoA desaturase 1 (SCD1) inside the cell. Net accumulation rates (R) were calculated using pool size (p), doubling time (d), and percent contributions (c) using Eq 1. “Net rate” for a given metabolic parameter (e.g. synthesis) is defined as the gross rate minus the rate of loss due to modification/breakdown/export.

$$R=\ln\left(2\right)\frac{cp}{d}$$ Eq 2

### Statistical Analysis

Standard, two-tailed Student’s t-Test analysis was used for all statistical analysis. Values represent means ± SEM from at least three independent experiments. p values less than 0.05 were considered statistically significant.

## Results

### *PICALM* Affects Cholesterol Biosynthesis Gene Expression

To better understand PICALM’s basic biological role, we established cell lines from *Picalm* ^*-/-*^ mice [5, 30] to conduct microarray analyses. Immortalized fetal hematopoietic cells from E14 *Picalm* ^-/-^ embryos were retrovirally transduced to rescue *PICALM* expression. Control *Picalm* ^-/-^ cells were transduced with an empty MSCVneo retroviral vector. 

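Gene expression was measured in 4 lines of immortalized hematopoietic cells that were made from fetal liver of Picalm knockout mice at embryonic day 14. The lines are named PICALM6A, PICALM6B, PICALM6D and PICALM84 and are written here as 6A, 6B, 6D and 84. The cells were grown with 5 ng/ml IL-3 and 50 ng/ml stem cell factor. Each line was measured once with the empty vector (Picalm-knockout cells) and once with PICALM (PICALM-rescued cells), which gave 8 Affymetrix arrays, 4 in each group. The authors normalized the arrays by RMA, and the deposited values are on the log2 scale. Array medians ran from 7.32 to 7.35. The table held 22626 probe sets after 64 Affymetrix controls were left out, and 20380 of them carried 1 gene symbol, for 12393 genes. No filter on signal was applied. Rescued and knockout cells were compared with limma, and p-values were adjusted by the Benjamini-Hochberg method over all probe sets and called at 12.3%, the FDR threshold of the methods. Gene lists were tested with camera, with 1 probe set per gene, the one with the highest mean, and called at an adjusted p under 0.05. Log2 fold changes are rescued minus knockout, so that positive values are higher with PICALM. The number of arrays limits the precision, and an exact permutation test of 4 arrays against 4 cannot give a two-sided p below 0.0286.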

Four biological replicates of *Picalm* ^-/-^ cell lines, transduced with either *PICALM* or the empty vector, were used to perform the microarray.

We used the GATHER (Gene Ontology Tool to Help Explain Relationships) gene ontology tool to identify common pathways altered in *Picalm* knockout versus *PICALM*-rescued cell lines [37]. This analysis revealed that nine GO terms involving lipid and cholesterol synthesis (including GO:0006695, 0044255, 0016126, 0008610) were among the ten most significantly altered pathways when comparing *Picalm* ^-/-^ and *PICALM*-rescued cells (**Table 1**). 

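Of the 22 genes in Table 1, 20 had a probe set that carried their symbol alone, and each was higher in the PICALM-rescued array of all 4 lines, as were 2705 of all 22626 probe sets. The 5 terms for cholesterol, sterol and steroid share 5 genes (Cyp51, Fdft1, Hmgcs1, Nsdhl and Pmvk), whose folds ran from 1.11 to 1.27. Beside Mogat2, Dgat2 and Pip5k1b, the largest folds among the lipid genes were those of Hsd11b1, which regenerates active glucocorticoid (1.95-fold), and Galc, a lysosomal enzyme that breaks down galactolipids (1.48-fold). Alcohol metabolism adds Gpd2 (1.18-fold), Hk1, a hexokinase (1.20-fold), and Pmm1 (1.21-fold). In the G-protein coupled receptor term, Ltb4r1, a receptor for leukotriene B4 on myeloid cells, was 2.07-fold and Arrb2, an arrestin, 1.25-fold higher. A probe set shared by forms of Mrgpra2, a receptor of the same term, was 2.13-fold higher, in all 4 lines, and is not among the 20. None of the 20 genes passed in limma over all probe sets, with the cell line as a block or without it, and all 20 passed when adjusted over the list alone. As a group, the 15 lipid genes of the table had a median fold of 1.27 and an adjusted p of 4.58e-17 in camera (adjusted p = 0.261 with an estimated correlation). The study chose these genes on the same arrays, so neither their direction nor these tests are independent evidence. In 18 of the 20, the groups did not overlap (exact permutation test, two-sided, p = 0.0286). In 13 of the 20, the difference was largest in line 84.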

Expression levels of multiple genes in the cholesterol biosynthesis pathway were elevated in *PICALM*-rescued compared with *Picalm* ^-/-^ cells (**Fig 1A and 1B**). These included *Hmgcs* (1.2 fold), *Fdps* (1.3 fold), *Fdft1* (1.3 fold), *Cyp51* (1.2 fold) and *Nsdhl* (1.2 fold). 

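All 17 measured genes of the pathway from acetyl-CoA to cholesterol, out of 20 listed, were higher in PICALM-rescued than in Picalm-knockout cells of all 4 lines. Their log2 fold changes ran from 0.10 to 0.46, with a median of 0.31. The largest were those of Sc5d, a sterol desaturase late in the pathway (0.46, standard error 0.20), Mvd, which makes isopentenyl diphosphate (0.46, standard error 0.24), and Fdps. Lss, which closes the sterol rings to form lanosterol, was 1.27-fold higher. The pathway as a group was higher in camera (adjusted p = 5.34e-11). This call was lost with an estimated correlation (adjusted p = 0.38 with an estimated correlation). No member passed alone in limma over all probe sets, and 10 passed when adjusted over the list alone (15 with the cell line as a block). Of 10000 random lists of the same size and of similar brightness, 0 had a median as high. The knockout array of line 84 lay below the other 3 knockout arrays in the mean of the list.

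**Figure D1:**
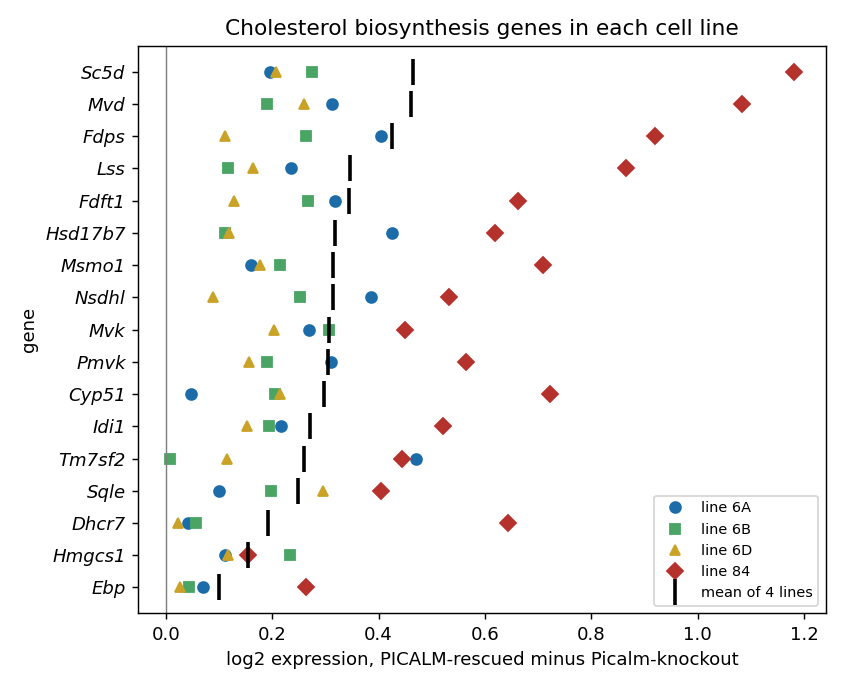
Difference in log2 expression between PICALM-rescued and Picalm-knockout cells (x axis) for the 17 measured genes of cholesterol biosynthesis (y axis), with a point for each of the 4 cell lines and a bar for their mean. All points lie above 0, and those of line 84 lie farthest to the right for most genes.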

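The 5 genes act from the start of the pathway to its last part, and the brightest probe set of each was higher in the rescued array of all 4 lines. Hmgcs1 makes HMG-CoA, from which mevalonate is formed, and its brightest probe set was at 11.56 ± 0.10 (log2, SD, n = 4) in knockout cells and 11.72 ± 0.09 in rescued cells, a fold of 1.11. The other 3 probe sets of Hmgcs1 gave folds of 1.15, 1.16 and 1.22. Fdps, which makes farnesyl diphosphate, was at 12.39 ± 0.32 and 12.81 ± 0.06, a fold of 1.34. Fdft1, which joins farnesyl units to squalene, was at 10.10 ± 0.22 and 10.44 ± 0.12, a fold of 1.27. Cyp51, which demethylates lanosterol, was 1.23-fold higher, and Nsdhl, which acts after it, 1.24-fold higher. Other probe sets gave folds of 1.04 for Fdps (higher in 2 lines), 1.02, 1.09 and 1.36 for Fdft1 (higher in 2, 3 and 4 lines) and 1.08 and 1.12 for Cyp51 (higher in 3 and 4 lines). The differences in line 84 were 0.92 for Fdps, 0.66 for Fdft1 and 0.72 for Cyp51 on the log2 scale, against 0.41, 0.32 and 0.05 in line 6A. None passed in limma over all probe sets (adjusted p = 0.969 for each). For Hmgcs1 the groups overlapped (exact permutation test of the brightest probe set, two-sided, p = 0.0857).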

Several genes involved in basic cellular lipid metabolism were also increased in the presence of *PICALM*, including *Dgat2* (1.5 fold), *Mogat2* (2.4 fold), *Slc27a4* (1.3 fold) and *Pip5k1b* (1.5 fold). 

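These genes of fat synthesis, fatty acid uptake and phosphoinositide synthesis were higher in the rescued array of all 4 lines. Mogat2, which joins a fatty acid to monoacylglycerol, was at 8.30 ± 0.41 (log2, SD, n = 4) in knockout cells and 9.55 ± 0.76 in rescued cells, a fold of 2.37. Dgat2, which makes triglyceride, was at 9.08 ± 0.61 and 9.76 ± 0.21, a fold of 1.60, and a second probe set of it gave 1.43. Slc27a4, a fatty acid transport protein, was at 8.01 ± 0.27 and 8.43 ± 0.17, a fold of 1.34. Pip5k1b, a kinase that makes a membrane phosphoinositide, was at 6.63 ± 0.24 and 7.25 ± 0.10, a fold of 1.54, and its other probe sets gave 1.38 and 1.67. The size differed between the lines, from 0.70 in line 6D to 2.00 in line 6A for Mogat2 and from 0.12 in line 6D to 1.43 in line 84 for Dgat2 (log2). Of 17 measured genes of triglyceride and phospholipid synthesis, 5 were higher and 3 lower in all 4 lines, and the list did not pass (camera, adjusted p = 0.165). None of the 4 genes passed in limma over all probe sets (adjusted p = 0.969 for each). SAM called the Pip5k1b probe set with a fold of 1.54 with the lines paired or not, and Mogat2 with the lines paired. The Pip5k1b probe set with a fold of 1.67 was called in neither form.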

Although some of the inductions were modest, the concordant changes in numerous genes of the cholesterol biosynthesis pathway strongly suggest that PICALM expression levels play a role in cholesterol metabolism. 

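The direction of the cholesterol pathway was shared by the 4 lines, and its size was not. The mean difference over the measured genes of the pathway was 0.24 in line 6A, 0.18 in line 6B, 0.15 in line 6D and 0.63 in line 84 (log2). Over all probe sets, 23.8% went the same way in all 4 lines, where 12.5% would by chance. The list mean was higher in every rescued array than in every knockout array (exact permutation test, two-sided, p = 0.0286). The separation was narrow, at 10.244 in the rescued array of line 84 and 10.236 in the knockout array of line 6A. The permutation test sets the pairing by line aside, and an exact sign-change test of 4 pairs cannot give a p below 0.125. In the 6 arrays of the other 3 lines alone, with the line as a block, the pathway also passed (camera, adjusted p = 5.39e-09, and adjusted p = 0.511 with an estimated correlation), a fit chosen after the data were seen. From the concordant direction of many genes of the pathway, some of them with modest folds, the paper proposes that the level of PICALM plays a part in cholesterol metabolism.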

Validation of the induction of cholesterol biosynthesis gene expression in *PICALM*-rescued cells was performed by quantitative real time PCR (qPCR) (**Fig 1C**) and confirmed elevations in cholesterol pathway gene expression. 

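Genes of neutrophil granules were among the largest folds of S4 Table, which lists genes higher in PICALM-rescued cells. Camp, which encodes an antimicrobial peptide of the granules, was at 8.00 ± 0.84 (log2, SD, n = 4) in knockout cells and 10.33 ± 1.45 in rescued cells, a fold of 5.02, and Lcn2, which encodes a granule protein that binds siderophores, was 3.56-fold higher. Ngp (4.02-fold), Ltf, which encodes lactoferrin (2.91-fold), and S100a9, which encodes a subunit of calprotectin (2.88-fold), are also genes of neutrophils. The other genes among the 10 largest folds of S4 Table were Stfa3 (4.31-fold), Wfdc21 (3.34-fold), Itgb2l (2.71-fold), Lrg1 (2.69-fold) and Vcan (2.60-fold). Each of the 10 was higher in all 4 lines. The study chose the genes of S4 Table on the same arrays, so this direction is not independent evidence. Of 21 measured genes in a list of secondary and tertiary granules, 15 were higher and none lower in all 4 lines. The median log2 fold change was 1.05. The list also holds other neutrophil genes, such as S100a9 and Cxcr2. The list was higher in camera (adjusted p = 2.72e-11, and adjusted p = 0.334 with an estimated correlation). None passed alone in limma over all probe sets, and 10 passed when adjusted over the list alone (19 with the cell line as a block). This list was written with S4 Table in view, so it is not independent evidence. Genes of azurophil granules, which form earlier, and of promyelocytes were also higher as a group of 12 (camera, adjusted p = 0.0111, and adjusted p = 0.478 with an estimated correlation). This call was lost without the knockout array of line 84 (adjusted p = 0.219) or with array weights (0.0591). Among its granule genes, Mpo, Prtn3 and Ctsg differed by 0.12, 0.12 and 0.13, and Elane by 0.92 (log2). The difference of Elane was 2.58 in line 84. Genes of mast cells and basophils moved with the granule lists, at a median log2 fold change of 0.69. Of 14 such genes, 6 were higher and 1 lower in all 4 lines (camera, adjusted p = 0.0125, and adjusted p = 0.619 with an estimated correlation). Their call was lost without the rescued array of line 84 (0.461), the knockout array of line 6B (0.0572) or of line 6D (0.0545), or the dimmest 40% of probe sets (0.139). The differences varied between lines, for Camp from 1.16 in line 6D to 4.23 in line 6A. The mean difference of the secondary and tertiary granule list was largest in line 84 (1.86, log2). The knockout array of that line lay apart at a list mean of 7.92, against 9.17 to 9.26 in the other knockout arrays.

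**Figure D2:**
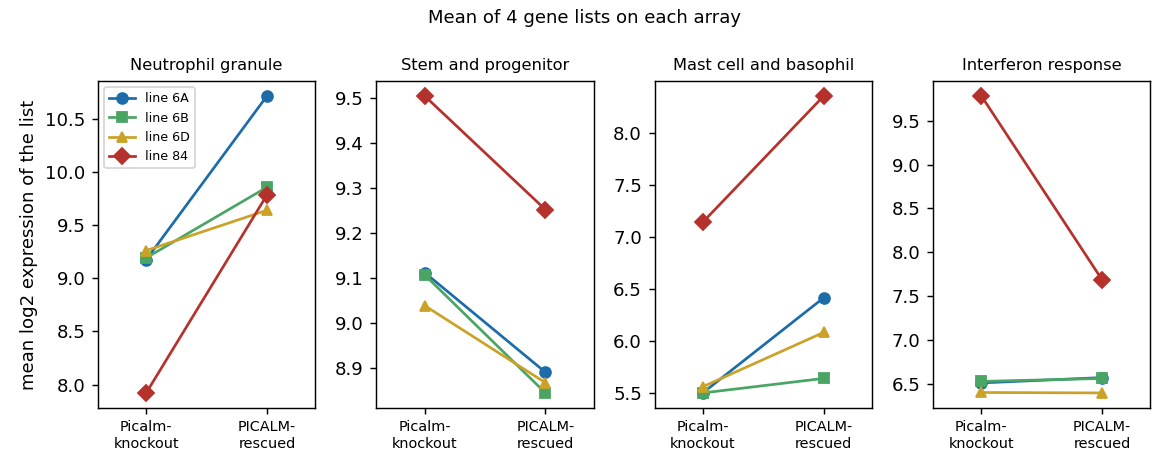
Mean log2 expression of 4 gene lists (y axis of each panel) on the Picalm-knockout and PICALM-rescued array (x axis) of each of the 4 cell lines. The granule list is higher and the progenitor list lower in the rescued array of each line, and the interferon list of line 84 lies above that of the other lines.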

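Genes of hematopoietic progenitors were among those lower in PICALM-rescued cells. Mycn, a proto-oncogene active in progenitors, was at 14.17 ± 0.05 (log2, SD, n = 4) in knockout cells and 13.06 ± 0.71 in rescued cells, 2.17-fold lower, and Cd34, a surface marker of stem and progenitor cells, was 2.38-fold lower. The largest folds of S5 Table were those of Sdc1, a heparan sulfate proteoglycan of the cell surface (3.44-fold lower), and Cnn3, which encodes an actin-binding calponin (2.83-fold lower). Afp (2.38-fold), Dlk1 (2.34-fold) and Cp (1.92-fold), which fetal liver expresses, were also lower, as were Cd28 (1.79-fold), Tsc22d1 (1.74-fold), Ccl3 (1.71-fold) and a probe set without a gene name (2.12-fold). Of 26 measured genes of stem and progenitor cells, 6 were lower and 1 was higher in all 4 lines. The list was lower in camera (adjusted p = 0.0209, and adjusted p = 0.38 with an estimated correlation), with a median log2 fold change of -0.09, and did not pass without the knockout array of line 84 (adjusted p = 0.168) or with the mean over a gene's probe sets (0.0531). None passed alone in limma over all probe sets, and Mef2c and Mycn passed when adjusted over the list alone (7 genes with the cell line as a block). This list was written with S5 Table in view. Of the 40 probe sets of S5 Table, 39 were lower in all 4 lines, and 5 passed in limma with the cell line as a block. The study chose these 40 on the same arrays, so neither count is independent evidence. Sdc1 differed by -2.70 in line 6A and -0.06 in line 84 (log2).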

The top 40 up-regulated and down-regulated genes in the microarray analysis are shown in **S4 and S5 Tables**, respectively.

**Fig 1:**
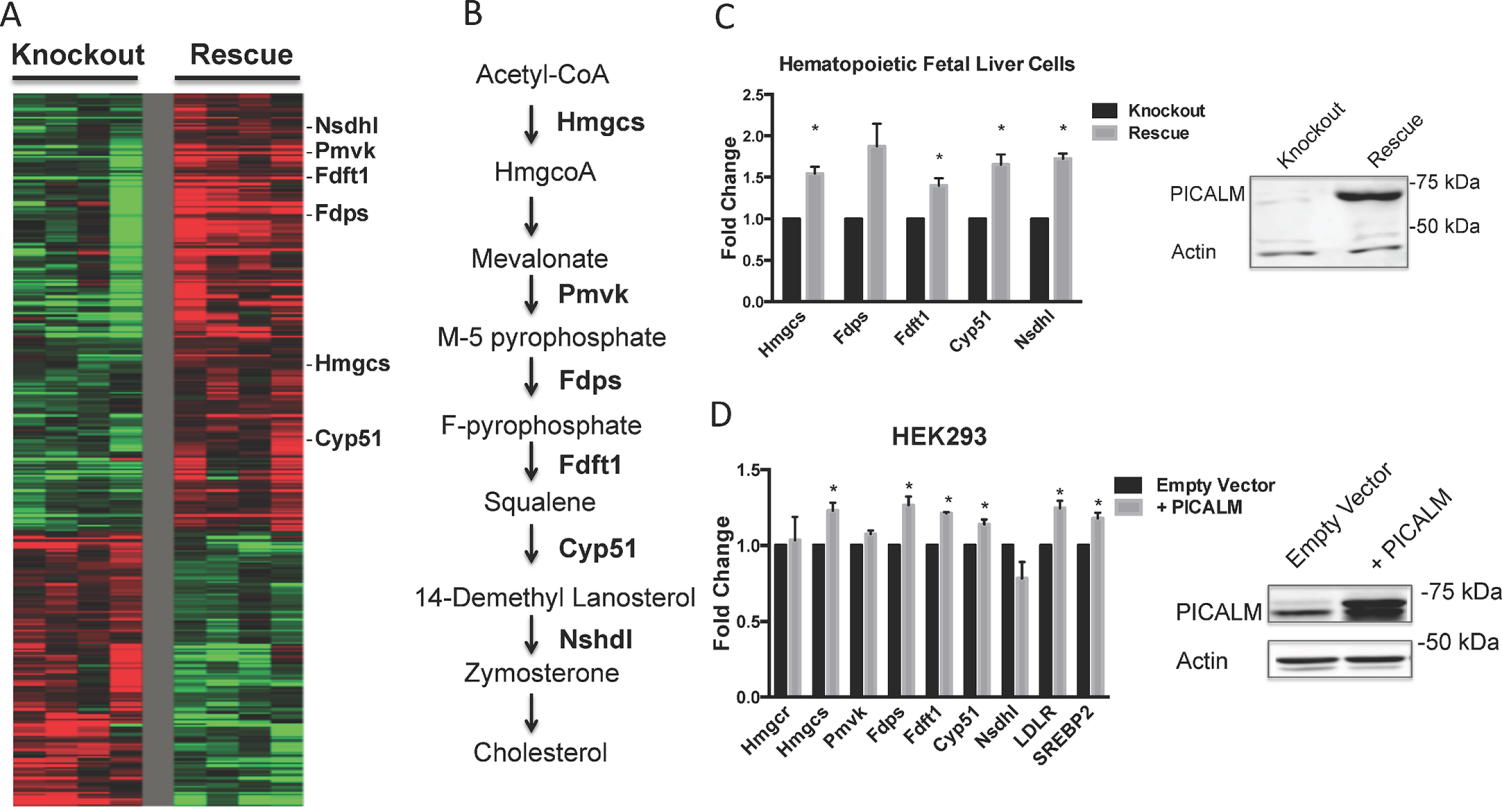
Microarray analysis identifies altered cholesterol biosynthesis gene expression in *Picalm*-knockout and *PICALM*-rescued cells. **(A)** Heatmap comparing microarray gene expression profile of four *Picalm*-knockout (left panels) and four *PICALM*-rescued (right panels) murine hematopoietic cell lines. Red indicates genes that are upregulated, green indicates those that are downregulated. Genes of the cholesterol pathway are indicated to the right of the heatmap. **(B)** Simplified diagram of cholesterol biosynthesis pathway indicating enzymes that are overexpressed in *PICALM*-rescued cells by the microarray study. **(C)** Validation of microarray results by qPCR in hematopoietic fetal liver cells (upper panel). Expression is normalized to *Picalm*-knockout cells. Data represent the mean of 3 independent experiments. *p<0.05. Immunoblot (lower panel) shows PICALM and actin protein levels in representative *Picalm*-knockout and *PICALM*-rescued hematopoietic cells. Doubling times of fetal liver cells (14 hours) and HEK293 cells (11 hours) were calculated using Eq 1 in Materials and Methods. **(D)** Cholesterol biosynthesis gene expression was measured in HEK293 cells transiently transfected with a control retrovirus (Empty Vector) or PICALM expressing retroviral vector (+PICALM). Data represent the mean of 3 independent experiments. Results are shown normalized to control cells. *p<0.05. Immunoblot in right panel shows levels of PICALM and actin proteins.

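The cholesterol pathway had a mean log2 level of 10.24, 10.18, 10.19 and 9.61 in the knockout cells of lines 6A, 6B, 6D and 84, and of 10.48, 10.36, 10.34 and 10.24 in the rescued cells. The rescued cells of line 84 thus reached the level of the knockout cells of line 6A. Line 84 also stood apart in other gene groups. Its knockout cells had a mean of 9.78 over 18 genes of the interferon response, against 6.40 to 6.53 in the other 3 lines, and of 7.14 over 14 genes of mast cells and basophils, against 5.50 to 5.56. Over all probe sets, the arrays of line 84 correlated with the other 6 arrays at 0.970 to 0.985, while those 6 correlated with each other at 0.995 to 0.998. These correlations are across probe sets, which are not independent replicates. The standard deviation of the difference between rescued and knockout cells over all probe sets was 0.223 in line 6A, 0.183 in line 6B, 0.148 in line 6D and 0.354 in line 84 (log2).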

**Table 1:** Top Ten Biological Pathways Elevated in the Presence of PICALM*.

Number	GO term	neg ln (p value)	Genes
**1**	GO:0006695 [8]: cholesterol biosynthesis	10.41	**Cyp51, Fdft1, Hmgcs1, Nsdhl, Pmvk**
**2**	GO:0044255 [5]: cellular lipid metabolism	10.41	Alox5ap, Cdipt, **Cyp51**, Dgat2, **Fdft1**, **Fdps**, Galc, **Hmgcs1**, Hsd11b1, Mogat2, Nsdhl, Pip5k1b, **Pmvk**, Slc27a4
**3**	GO:0016126 [7]: sterol biosynthesis	10.41	**Cyp51, Fdft1, Hmgcs1, Nsdhl, Pmvk**
**4**	GO:0008610 [6]: lipid biosynthesis	10.41	Alox5ap, Cdipt, **Cyp51**, Dgat2, **Fdft1, Fdps, Hmgcs1**, Mogat2**, Nsdhl, Pmvk**
**5**	GO:0006629 [5]: lipid metabolism	10.41	Alox5ap, Cdipt, **Cyp51**, Dgat2**, Fdft1, Fdps**, Galc, **Hmgcs1**, Hsd11b1, Mogat2, Nsdhl, Pip5k1b, Plcb2, **Pmvk**, Slc27a4
**6**	GO:0008203 [7]: cholesterol metabolism	9.16	**Cyp51, Fdft1, Hmgcs1, Nsdhl, Pmvk**
**7**	GO:0016125 [6]: sterol metabolism	8.8	**Cyp51, Fdft1, Hmgcs1, Nsdhl, Pmvk**
**8**	GO:0006066 [5]: alcohol metabolism	8.62	**Cyp51, Fdft1,** Gpd2, Hk1**, Hmgcs1, Nsdhl**, Pmm1, **Pmvk**
**9**	GO:0006694 [7]: steroid biosynthesis	8.16	**Cyp51, Fdft1, Hmgcs1, Nsdhl, Pmvk**
**10**	GO:0007186 [6]: G-protein coupled receptor protein signaling pathway	7.85	Arrb2, Ccr5, Ltb4r1, Mrgpra2

* Genes selected for further study are indicated in **boldface.**

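Beside the cholesterol pathway, 4 further groups of lipid genes were measured in the same Picalm-knockout and PICALM-rescued cells, and none passed the test. Of 14 genes of SREBP regulation and lipoprotein uptake, through which cells sense and take up sterol, 4 were higher and 1 lower in all 4 lines, with a median log2 fold change of 0.01 (camera, adjusted p = 0.624). Of 16 genes of fatty acid synthesis and desaturation, 4 were higher and none lower in all 4 lines, with a median of 0.05 (adjusted p = 0.0605 from camera). Scd1, which desaturates fatty acids, was at 7.63 ± 0.55 in knockout and 8.36 ± 0.80 in rescued cells (log2, SD, n = 4), and its difference was 2.10 in line 84 and -0.03 in line 6B. Of 11 genes of cholesterol efflux and targets of LXR, the sterol-sensing nuclear receptor, 1 was higher and 1 lower in all 4 lines (camera, adjusted p = 0.886). The median of that list was 0.02 and its mean -0.04, on the side of the camera test. The fatty acid list passed without the knockout array of line 6A (adjusted p = 0.0355 from camera), without its rescued array (0.0105) or without both (0.00491), and also with a variance trend (0.0459) or with the mean over a gene's probe sets (0.0413). Over all 8 arrays it had an adjusted p = 0.38 with an estimated correlation.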

The comparison of *Picalm* ^-/-^ with *PICALM*-rescued cells demonstrates that *PICALM* gene dosage affects the expression of cholesterol biosynthesis genes. However, one caveat of this experimental approach is that the level of *PICALM* expression in rescued cells may exceed physiological amounts; this could potentially squelch PICALM binding partners and have a dominant negative effect that exceeds the effect resulting from mere loss of PICALM [3, 5]. To examine this possibility, we compared wild type HEK293 cell, to cells transiently overexpressing PICALM. We performed qPCR to compare the expression of cholesterol biosynthesis genes in the empty vector control cells to that in the PICALM overexpressing cells. The results show that PICALM overexpression induces an increase of cholesterol metabolism gene expression (**Fig 1D**) suggesting that PICALM overexpression perturbs cholesterol homeostasis. This is consistent with studies showing that PICALM overexpression results in a dominant negative effect on multiple processes, including clathrin mediated endocytosis ([3, 6], iron metabolism [5] and macroautophagy (our unpublished data).

To elucidate and further validate the role of PICALM in cholesterol homeostasis, we knocked down *PICALM* with shRNAs and compared cholesterol biosynthesis gene expression in cells expressing a control shRNA. Using two separate shRNAs to knockdown *PICALM* in HEK293 cells, we found a 20 to 50% increase in expression of cholesterol biosynthesis genes in *PICALM*-deficient cells (**Fig 2A**).

**Fig 2:**
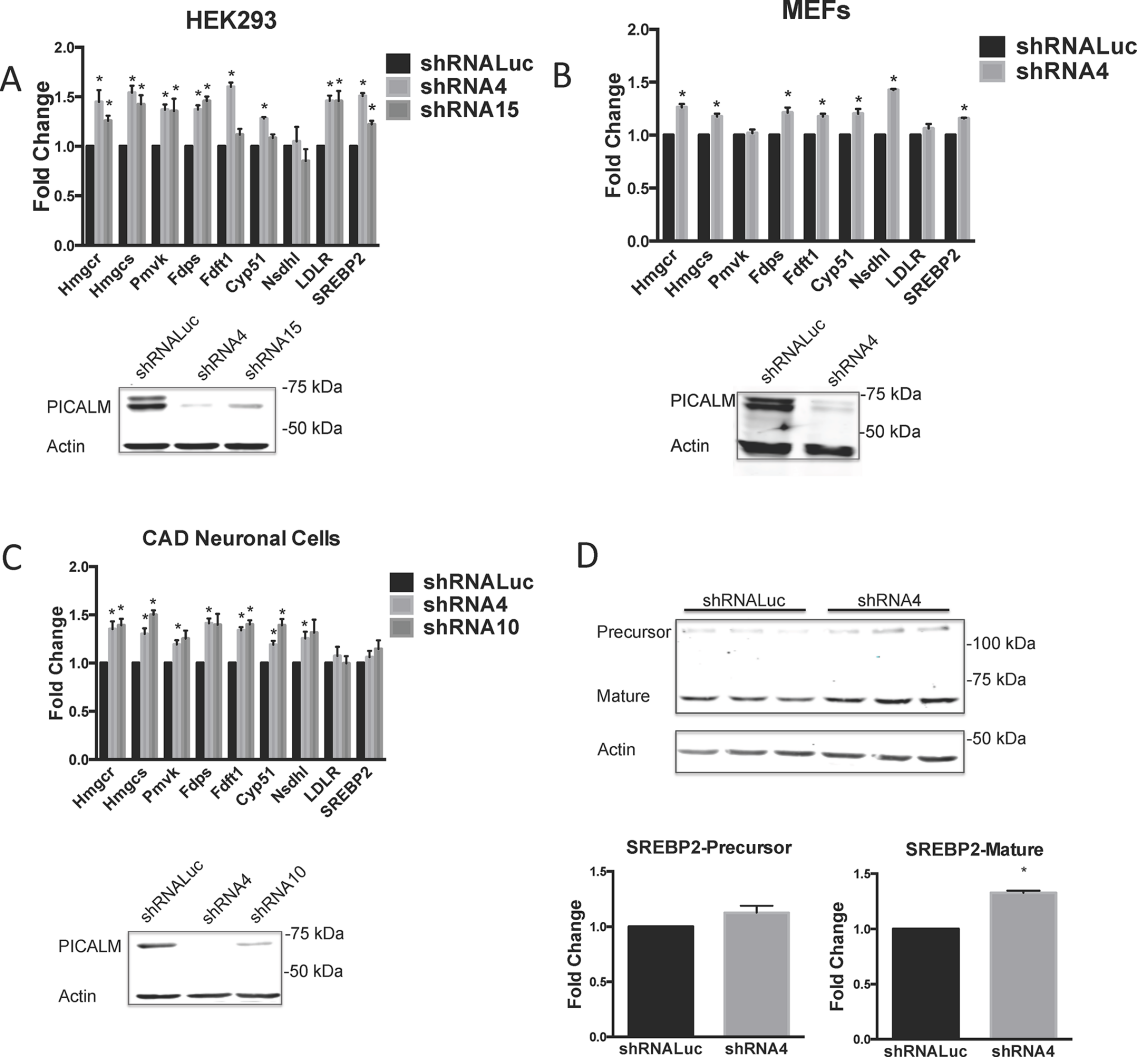
*PICALM* knockdown leads to increased cholesterol biosynthesis gene expression in multiple cell types. Cholesterol biosynthesis gene expression asessed by qPCR in cells expressing a *luciferase* control shRNA (shRNALuc) or various *PICALM* shRNAs (shRNA4, 10 or 15). Analysis was done in HEK293 cells **(A)**, MEFs **(B)** and CAD Neuronal cells **(C)**. Expression levels are normalized to those in shRNA control cells. Results shown are mean of three or more independent experiments. *p<0.05. Expression analysis of PICALM and actin in the various cell lines are shown by immunoblot in lower panels. Doubling times of cells were calculated using Eq 1 in Materials and Methods, HEK293, 11 hours, MEFs 14 hours, and CAD cells, 18 hours. **(D)** Levels of SREBP2 precursor (120 kDa) and mature form (70 kDa) measured by immunoblot in HEK293 cells expressing shRNA4 or shRNALuc control. Triplicate cell lysates were analyzed. Lower panel demonstrates quantitation of SREBP2 precursor and mature forms normalized to actin, with values shown relative to levels in shRNA control cells. *p<0.05.

To extend this observation to additional cell lines, we knocked down *Picalm* in murine embryonic fibroblasts (MEFs). Similar to observations in HEK293 cells, we found that cholesterol biosynthesis gene expression increased by 10–50% in *Picalm*-deficient MEFs (**Fig 2B**). We also studied the effect of *Picalm* knockdown in the murine CAD (Cath-a-differentiated) neuronal cell line, a central nervous system catecholaminergic cell line established from a mouse brain tumor [27, 28]. Reduction of *Picalm* expression in CAD neuronal cells resulted in a 20–50% increase in cholesterol biosynthesis gene expression (**Fig 2C**).

We found that growing cells under lipid-deprived conditions (5 and 24 hours) increases the expression of cholesterol biosynthesis genes. In the absence of lipids, the levels of expression of these genes are not significantly different between *PICALM*-deficient and control HEK293 cells (**S1 Fig**). These results suggest that the *PICALM*-deficient cells display a lesser response to lipid starvation, possibly because they are already sensing lipid deprivation under normal growth conditions.

Finally, to further examine the effect of PICALM perturbation on cholesterol homeostasis, we studied its effect on expression of SREBP2, a key regulator of cholesterol metabolism gene expression [40]. SREBP2 is present in a precursor (120 kDa) inactive form, and a mature (65 kDa) active form that activates the transcription of cholesterol biosynthesis genes. To complement the gene expression analysis, we found that *PICALM* loss is associated with a modest elevation of the mature 65 kDa SREBP2 form in HEK293 cells (**Fig 2D**). Similar results were seen with shRNA15 (**S2A Fig)**. Of note, we have observed that changes in levels of SREBP2 mature/active form seen by immunoblotting are not striking; even upon growing HEK293 cells in lipid deficient conditions for 24 hours–conditions that would be expected to dramatically increase SREBP2 levels–we only see a 45% increase in the mature SREBP2 product (**S2B Fig**). The gene expression analysis along with a subtle elevation of SREBP2, indicate that cholesterol homeostasis is altered when PICALM expression is perturbed.

### PICALM Loss Enhances Cellular Cholesterol and LDL Receptor Internalization

Our studies demonstrate that loss of PICALM results in elevated expression of genes that are involved in both cholesterol biosynthesis and lipoprotein uptake. We reasoned that this gene signature might be the result of decreased cellular cholesterol content leading to a compensatory increase in cholesterol biosynthesis or increased cholesterol scavenging. To address this possibility, total cellular cholesterol was analyzed by Gas Chromatography-Mass Spectrometry (GC-MS). Unexpectedly, these studies revealed that knockdown of *PICALM* in HEK293 cells results in *increased* total cellular cholesterol levels (**Fig 3A**). We therefore performed ^13^C tracer analysis to determine if the relative contributions of synthesis and scavenging to the cellular cholesterol pool had changed. *PICALM* knockdown and control cells were cultured to steady state in complete media containing a 1:1 molar ratio of U-^13^C_6_ glucose and natural glucose [39] and total cellular cholesterol was extracted, derivatized and measured by GC-MS. The isotope distribution for cholesterol was assessed, and relative contribution of synthesis versus scavenging was determined by modeling the isotopologue distribution (see Methods for detailed protocol) [39]. We observed that PICALM knockdown cells had a higher percent abundance of unlabeled cholesterol, suggesting an increased relative reliance on scavenging compared to synthesis (**Fig 3B**). To better understand the relative importance of scavenging and synthesis, we calculated the net rates of accumulation (hereafter referred to as “net rates”) for synthesis and scavenging, which represent the gross rate minus losses due to modification, breakdown, or export (see Methods). *PICALM* knockdown did not appear to affect the net rate of cholesterol biosynthesis (**Fig 3C**). In contrast, we found that *PICALM* knockdown results in significantly elevated net rates of cholesterol scavenging and total cholesterol accumulation (**Fig 3C**). Several species of fatty acids also showed increased cellular pool sizes and increased net scavenging rates in the absence of PICALM (**S3 and S4 Figs**). Taken together, these results indicate that reduced PICALM expression is associated with increased cellular cholesterol content and a relative increase in the contribution of lipoprotein scavenging to cholesterol homeostasis.

**Fig 3:**
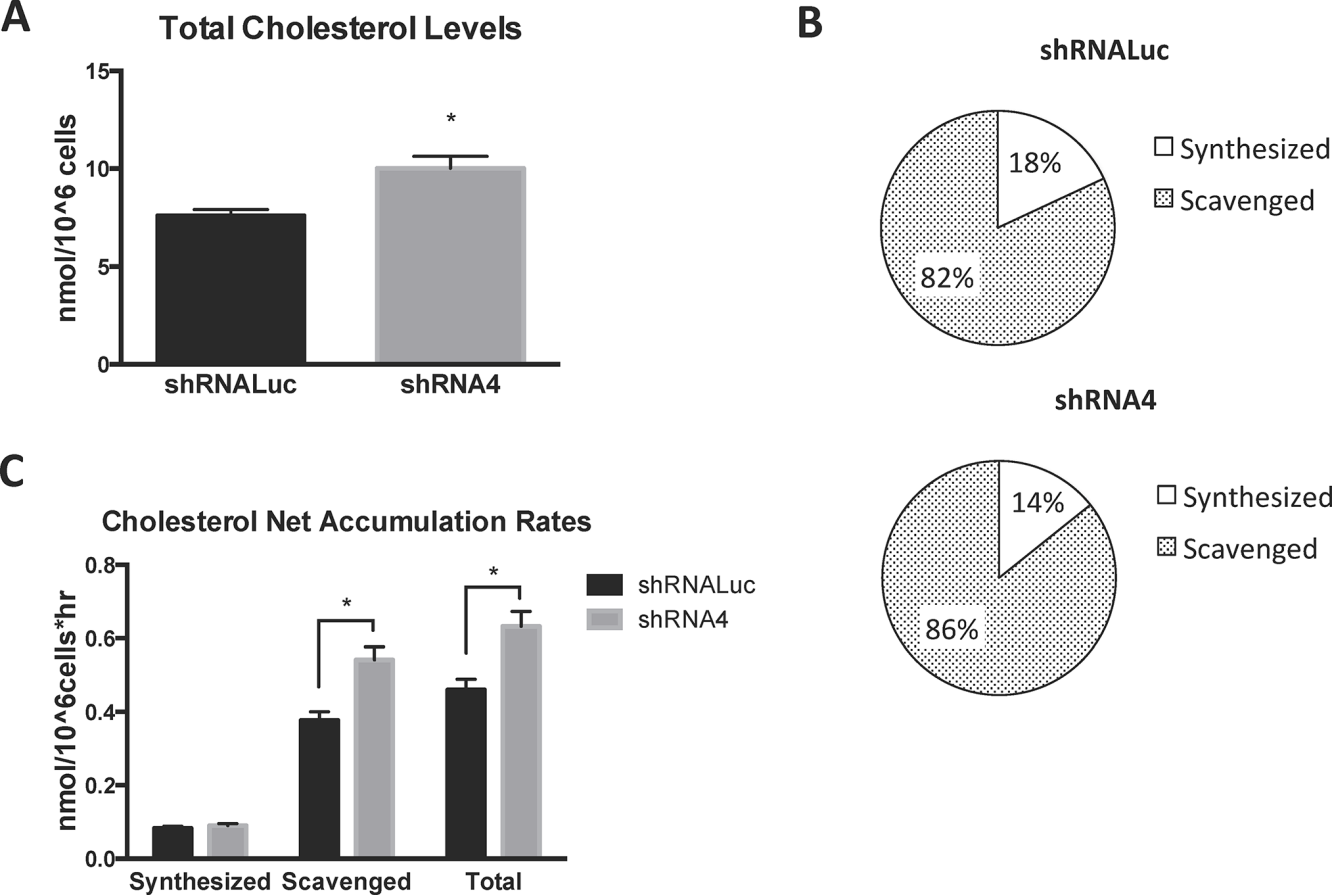
Total cholesterol levels, net scavenging, and net total accumulation are elevated in *PICALM* knockdown cells. **(A)** Total cellular cholesterol levels were measured in HEK293 cells expressing a control (luciferase) shRNA or *PICALM* shRNA (shRNA4). All results were normalized to total cell number. n = 4; *p<0.05. **(B)** The relative contribution of synthesis and scavenging to cellular cholesterol was calculated at steady state by modeling isotopologue distribution of cholesterol in indicated cells cultured in 1:1 molar ratio of natural to U-^13^C_6_-glucose (n = 4 in each experimental group). **(C)** Net rates of cholesterol synthesis, scavenging and total accumulation were calculated using cholesterol pool size, relative contribution of synthesis and scavenging to cholesterol pool, and doubling time of cells as described in Materials and Methods. n = 4 in each experimental group; *p<0.05.

The LDL receptor is one of the principal routes by which cholesterol enters into the cell; its internalization is dependent on clathrin-mediated endocytosis (CME) [41–43]. Since PICALM plays a well-established role in CME, we sought to determine how reduced PICALM expression affects LDL receptor internalization. As shown in **Fig 4A**, knockdown of *PICALM* in HEK293 cells is associated with a significant increase in LDL receptor expression at the cell surface. This increase in surface LDL receptor protein correlates with the increase in LDL receptor mRNA transcript seen by qPCR (**Fig 2A and 2B**). Similar results were seen with a separate shRNA (shRNA15). Endocytosis assays showed an increase in the net amount of LDL receptor internalized in *PICALM* knockdown cells (**Fig 4B**). The efficiency of LDL receptor internalization, measured as the ratio of LDL receptor internalized to the amount initially present at the cell surface, was not altered in *PICALM* knockdown cells (**Fig 4C**).

**Fig 4:**
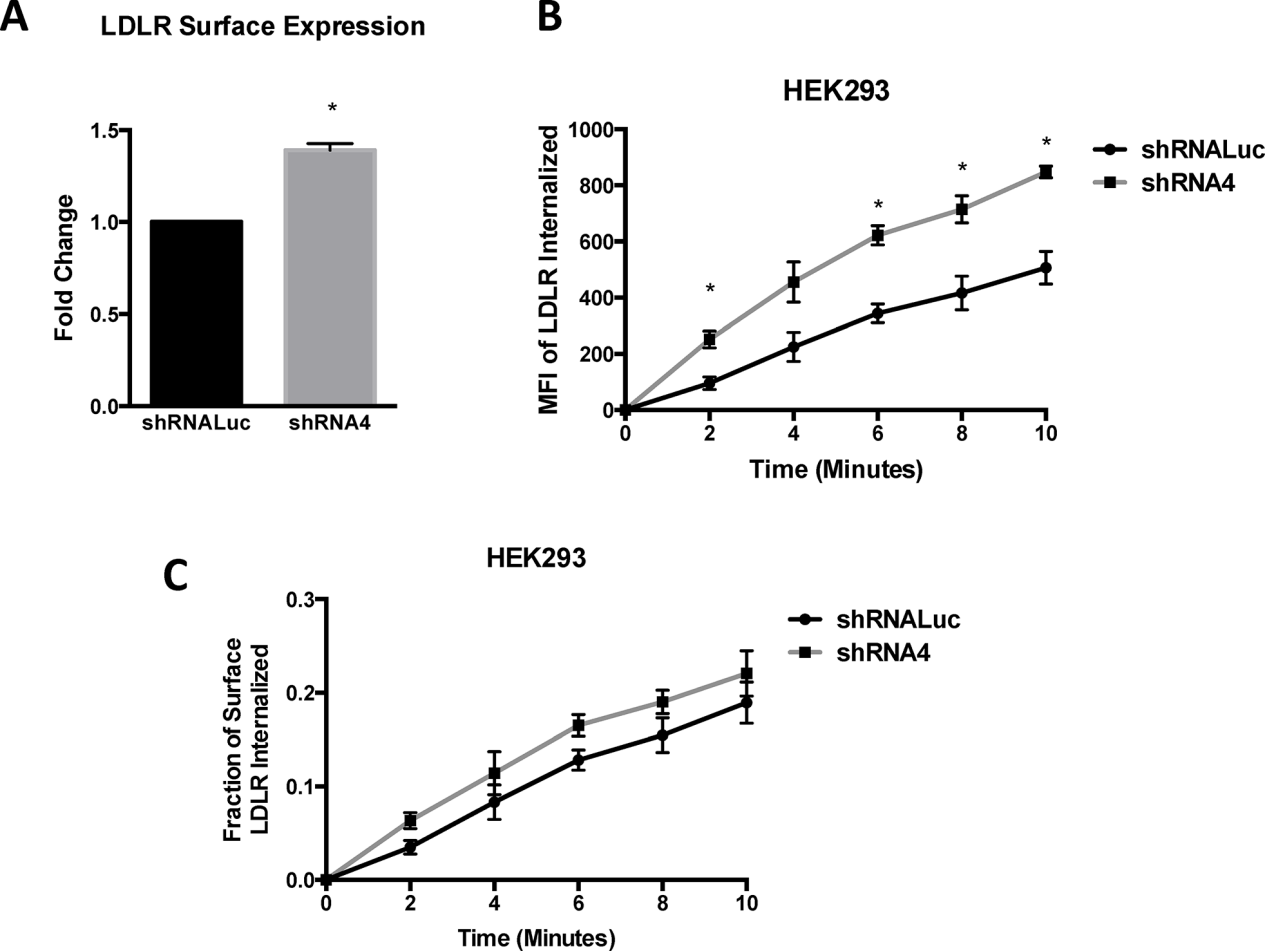
*PICALM* shRNA knockdown increases LDL receptor surface expression and internalization. **(A**) LDL receptor surface expression measured by flow cytometry in HEK293 cells expressing a *luciferase* shRNA (shRNALuc) control or *PICALM* shRNA (shRNA4). Expression levels are normalized to shRNALuc control cells. Results represent the mean of at least three independent experiments. *p<0.05. Endocytosis assays show the net amount of LDL receptor internalized **(B)** and the fraction of internalized LDL receptor relative to the initial amount of surface LDL receptor **(C)**, as a function of incubation time at 25°C in shRNALuc control or *PICALM* shRNA (shRNA4) cells. Each data point is the mean of three independent experiments. MFI = mean fluorescence intensity.

## Discussion

Cholesterol is essential for cell survival. The majority of cellular cholesterol is found within the plasma membrane, where it regulates membrane rigidity and permeability, and modulates specific aspects of cell signaling [42–47]. Cholesterol homeostasis ensures a balance between internalization of extracellular cholesterol and endogenous synthesis. Cells scavenge cholesterol when complexed with lipoproteins. This internalization occurs predominantly through clathrin-mediated endocytosis (CME) of LDL, via a variety of receptors belonging to the LDL receptor family [41–43]. Once cholesterol is internalized, it is trafficked through the endosomal-lysosomal system, and released from the lysosome to the cytoplasm and various cellular compartments within the cell. If cholesterol internalization is blocked, or if there are defects in cholesterol trafficking, SREBP2, the main regulator of cholesterol biosynthesis gene expression, can activate expression of cholesterol biosynthesis genes to restore cellular cholesterol levels [41–43]. Importantly, maintaining cellular cholesterol homeostasis is essential, since defects can lead to a wide range of diseases such as cancer, atherosclerosis, and neurodegenerative disease [41, 48, 49].

We performed a microarray analysis of *Picalm*-deficient and *PICALM*-rescued murine hematopoietic cells and showed that PICALM perturbation appears to modulate cellular cholesterol biosynthesis gene expression. However, in this overexpression model, *PICALM* levels in rescued cells may have been supraphysiologic. Cells that express “wild type” levels of PICALM exhibit baseline levels of cholesterol biosynthesis genes. It is straightforward to understand how reduced PICALM levels could perturb expression by impairing normal PICALM activity. Previous studies have shown that PICALM overexpression can result in PICALM having a dominant negative effect on multiple cellular processes [3, 5]. Thus, both PICALM overexpression and PICALM reduction can result in a similar phenotype. To show that elevated PICALM expression levels alters cellular cholesterol homeostasis, we overexpressed PICALM in HEK293 cells. This resulted in elevated cholesterol metabolism gene expression, indicating that PICALM overexpression may exert a dominant negative effect on cholesterol homeostasis. To demonstrate that physiological levels of PICALM regulate cholesterol homeostasis, we knocked down PICALM expression using shRNAs. The results of **Fig 2** show that PICALM deficiency leads to elevated expression of cholesterol biosynthesis genes.

Multiple studies indicate that proteins involved in CME and endosomal-lysosomal trafficking can play key roles in maintaining normal cellular cholesterol homeostasis [50–55]. Given PICALM’s well-established contribution to CME and its possible role in cellular trafficking, [2, 14, 56] we explored how PICALM perturbation might modulate cellular cholesterol metabolism. To this end, we used ^13^C tracer analysis [39]. Our studies demonstrate that *PICALM* knockdown results in both elevated net cholesterol scavenging and increased total cellular cholesterol levels (**Fig 3**). Furthermore, several species of fatty acids also showed increased cellular pool sizes and increased net scavenging rates in the absence of PICALM (**S3 and S4 Figs**), indicating that PICALM may play a broader role in cellular lipid homeostasis. Interestingly, loss of PICALM did not result in a significant change in net cholesterol synthetic rate. This result could be explained by a variety of factors. It is known that increased cellular cholesterol can inhibit flux through the mevalonate cholesterol biosynthetic pathway via posttranscriptional mechanisms, such as degradation of HMG-CoA reductase [57] and squalene monooxygenase [58]. Alternatively, it is also possible that increased cholesterol levels result in heightened cholesterol efflux [59] in PICALM-deficient cells. In this scenario, heightened cholesterol efflux could result in an underestimation of the magnitude of change in gross synthetic rate between PICALM-sufficient and-deficient cells. Nevertheless, the concomitant increase of net cholesterol import, with activation of cholesterol biosynthesis pathway gene expression, suggests that cholesterol homeostasis is profoundly perturbed in *PICALM*-deficient cells [60, 61].

Our studies further demonstrate that reduced PICALM results in elevated LDL receptor surface expression and internalization (**Fig 4**). However, PICALM reduction does not appear to affect the efficiency of LDL receptor internalization (**Fig 4**). These results suggest that PICALM does not play an essential role in the internalization of the LDL receptor from the cell surface, but rather that PICALM may be required for the proper intracellular trafficking of internalized cholesterol. We propose that the elevated levels of LDL receptor surface expression and internalization are a result of increased expression of the LDL receptor, caused by perturbation of cholesterol homeostasis.

Several reports indicate that PICALM affects cellular trafficking through the endosomal-lysosomal system [13, 14, 56]. PICALM modulates the localization and activity of SNARE proteins such as VAMP3 and VAMP8, both of which are important for endosomal-lysosomal function and macroautophagy [62, 63]. Our previous studies have shown that PICALM’s ability to modulate the localization of VAMP3 and VAMP8, results in perturbed macroautophagy. [13]. Intriguingly, these SNARE proteins have been shown to be mislocalized in Niemann-Pick Type C (NPC) disease, which is characterized by perturbed endosomal-lyososomal trafficking of cholesterol and altered cholesterol homeostasis [60, 64–66]. It has also been demonstrated that macroautophagy is altered in NPC disease [63–65]. Collectively, this suggests that an alteration in PICALM levels can lead to altered cellular cholesterol homeostasis by mislocalization of VAMP3 and VAMP8 SNARE proteins, which contribute to both improper cholesterol trafficking and macroautophagy [64, 67]. Perturbation of both macroautophagy and cholesterol trafficking may contribute to the elevated cholesterol biosynthesis gene expression, LDL receptor surface expression and internalization, and cholesterol uptake, as the cells are unable to sense cellular cholesterol in the absence of PICALM. Deciphering the precise mechanism is beyond the scope of this study.

Our observations suggest that PICALM plays a regulatory role in maintaining cellular cholesterol homeostasis. In addition, they support a novel mechanism by which PICALM might contribute to disease. Multiple independent Genome Wide Association Studies (GWAS) indicate that PICALM SNPs play a role in the development of late-onset Alzheimer’s Disease (AD) [21–24]. However, how these SNPs affect PICALM expression levels or function is poorly understood; some studies suggest that PICALM is overexpressed, while others indicate that a reduction in PICALM activity can play a pathogenic role in AD [68–71]. Alterations in PICALM levels may modulate amyloid beta protein formation and Tau accumulation [13, 25]. The present work suggests that the ability of PICALM to modulate cholesterol biology might be an additional mechanism by which PICALM contributes to AD. This is consistent with a number of studies that have linked perturbed cholesterol metabolism to late-onset AD, as well as other neurodegenerative diseases [72–79].

The expression of APOE, a key lipoprotein and carrier of cholesterol in the brain, has been shown to be a highly significant risk factor in the development of late-onset AD [23, 80]. Meta-analysis studies suggest that PICALM and APOEε4 may synergistically interact to help promote the development of AD [22, 81]. However, the manner by which APOE and PICALM might act together to promote the development of AD are not understood. Our work suggests that these risk factors may cooperate to promote the development of AD through the modulation of cellular cholesterol metabolism.

In summary, the studies presented here provide evidence to suggest that PICALM modulates cellular cholesterol metabolism. Loss of PICALM activates cellular cholesterol biosynthesis gene expression, increases LDL receptor surface expression and internalization, enhances cholesterol uptake, and increases total cellular cholesterol. This phenotype suggests that cholesterol sensing is abnormal when PICALM activity is perturbed. This novel role of PICALM in cellular cholesterol homeostasis has implications in understanding how PICALM might contribute to disease.

## Supporting Information

S1 Fig shRNA knockdown of *PICALM* does not lead to altered cholesterol biosynthesis gene expression, when compared to control cells, in lipid deficient conditions. Cholesterol biosynthesis gene expression was measured by qPCR in cells expressing a control (*luciferase*) shRNA or *PICALM* shRNAs (shRNA4). Analysis was performed in HEK293 cells grown in normal conditions (10% serum–fetal bovine serum, FBS) (n = 6, n = 5 for Hmgcr) or 10% lipid deficient serum (LPDS) for 5 hours (n = 3) or 24 hours (n = 3). Expression levels were normalized to those of shRNA control cells in normal conditions. *p<0.05
(TIFF) Click here for additional data file.

S2 Fig shRNA knockdown of *PICALM* results in modest elevation of the mature form of SREBP2. **(A)** The precursor (120 kDa) and SREBP2 mature form (70 kDa) were measured by immunoblot in HEK293 cells expressing shRNA15 or a control shRNA. A higher exposure of the precursor form is shown to facilitate its visualization. Triplicate cell lysates were analyzed in 3 separate experiments. Quantitation of SREBP2 precursor and mature forms were normalized to actin, with values shown relative to levels in shRNA control cells. The uncropped western blot is provided in **S5 Fig. (B)** The precursor (120 kDa) and mature form of SREBP2 (70 kDa) were measured by immunoblot in HEK293 cells grown in normal, 10% serum (fetal bovine serum, FBS) or 10% Lipid deficient serum (LPDS) for 24 hours, n = 3 *p<0.05.
(TIFF) Click here for additional data file.

S3 Fig Total Fatty acid levels are maintained or elevated in the absence of PICALM. Total fatty acid levels were measured in HEK293 cells expressing a *luciferase* shRNA (shRNALuc) control or *PICALM* shRNA (shRNA4), in media containing a 1:1 molar ratio of natural to U-^13^C_6_-glucose. Fatty acid abbreviations are indicated in **S3 Table**. All results were normalized to cell number. n = 4 in each experimental group *p<0.05.
(TIFF) Click here for additional data file.

S4 Fig Net fatty acid scavenging, synthesis, and total accumulation are maintained or elevated in the absence of PICALM. Net rates of fatty acid synthesis, scavenging and accumulation were calculated for shRNA luciferase (shRNALuc) control and *PICALM* knockdown (shRNA4) HEK293 cells in media containing a 1:1 molar ratio of natural to U-^13^C_6_-glucose using cellular pool size, relative contribution of synthesis and scavenging, and doubling time of cells as described in materials and methods. n = 4 in each experimental group; *p<0.05.
(TIFF) Click here for additional data file.

S5 Fig Uncropped Western Blots. All western blots within the paper have been provided in uncropped form. Boxes around bands indicate the lanes of the western blot which were shown within the manuscript. Western blots were shown at high exposure in order for the molecular size markers to be visible.
(TIFF) Click here for additional data file.

S1 Table Sequences of Murine Primers for qPCR (TIFF) Click here for additional data file.

S2 Table Sequences of Human Primers for qPCR (TIFF) Click here for additional data file.

S3 Table List of Analytes and Internal Standards for GC/MS (TIFF) Click here for additional data file.

S4 Table Top 40 Up- regulated Genes (PDF) Click here for additional data file.

S5 Table Top 40 Down-regulated Genes (PDF) Click here for additional data file.

# Supplementary material for: Modulation of PICALM Levels Perturbs Cellular Cholesterol Homeostasis
**Source:** PLoS One. 2015 Jun 15;10(6):e0129776. doi: 10.1371/journal.pone.0129776
**Supplement:** S4 Table

**S4 Supplementary Table. Top 40 Genes Upregulated in Microarray**

| Rank-Highest Fold Change | Gene ID      | Gene Name                               | Fold Change |
|--------------------------|--------------|-----------------------------------------|-------------|
| 1                        | 1419691_at   | Camp                                    | 5.020108341 |
| 2                        | 1419709_at   | Stfa1 /// Stfa3                         | 4.305725956 |
| 3                        | 1418722_at   | Ngp                                     | 4.017798606 |
| 4                        | 1427747_a_at | Lcn2                                    | 3.563405709 |
| 5                        | 1434484_at   | 1100001G20Rik                           | 3.336776368 |
| 6                        | 1450009_at   | Ltf                                     | 2.905153714 |
| 7                        | 1448756_at   | S100a9                                  | 2.88053193  |
| 8                        | 1449829_at   | Itgb2l                                  | 2.707390051 |
| 9                        | 1417290_at   | Lrg1                                    | 2.686855994 |
| 10                       | 1427256_at   | Vcan                                    | 2.602486627 |
| 11                       | 1455099_at   | Mogat2                                  | 2.370766785 |
| 12                       | 1455493_at   | Syne1                                   | 2.366002339 |
| 13                       | 1423915_at   | Olfml2b                                 | 2.302044944 |
| 14                       | 1418345_at   | Tnfsf12 /// Tnfsf12-tnfsf13 /// Tnfsf13 | 2.281527827 |
| 15                       | 1421811_at   | LOC640441 /// Thbs1                     | 2.205576804 |
| 16                       | 1422013_at   | Clec4a2                                 | 2.168780806 |
| 17                       | 1426642_at   | Fn1                                     | 2.140681632 |
| 18                       | 1451858_at   | LOC668727 /// Mrgpra2                   | 2.134156538 |
| 19                       | 1422756_at   | Slc32a1                                 | 2.119415944 |
| 20                       | 1460302_at   | Thbs1                                   | 2.118788378 |
| 21                       | 1439036_a_at | Atp1b1                                  | 2.104710053 |
| 22                       | 1420407_at   | Ltb4r1                                  | 2.072162652 |
| 23                       | 1425538_x_at | Ceacam1                                 | 2.042613152 |
| 24                       | 1449038_at   | Foxo3                                   | 1.952038152 |
| 25                       | 1460419_a_at | Prkcb1                                  | 1.932432471 |
| 26                       | 1449184_at   | Pglyrp1                                 | 1.925134509 |
| 27                       | 1425407_s_at | Clec4a2 /// Clec4b1                     | 1.923493894 |
| 28                       | 1460682_s_at | Ceacam1 /// Ceacam2                     | 1.90729632  |
| 29                       | 1456603_at   | 1500005K14Rik                           | 1.711995904 |
| 30                       | 1450389_s_at | Pip5k1b                                 | 1.670486704 |
| 31                       | 1434674_at   | Lyst                                    | 1.656431737 |
| 32                       | 1422046_at   | Itgam                                   | 1.650341972 |
| 33                       | 1451021_a_at | Klf5                                    | 1.631513019 |
| 34                       | 1420641_a_at | Sqrdl                                   | 1.620140017 |
| 35                       | 1448871_at   | Mapk13                                  | 1.617675514 |
| 36                       | 1434025_at   | ---                                     | 1.605362664 |
| 37                       | 1422678_at   | Dgat2                                   | 1.603516835 |
| 38                       | 1425958_at   | Il1f9                                   | 1.597546584 |
| 39                       | 1450377_at   | LOC640441 /// Thbs1                     | 1.597261194 |
| 40                       | 1449453_at   | Bst1                                    | 1.565534444 |

# Supplementary material for: Modulation of PICALM Levels Perturbs Cellular Cholesterol Homeostasis
**Source:** PLoS One. 2015 Jun 15;10(6):e0129776. doi: 10.1371/journal.pone.0129776
**Supplement:** S5 Table

**S5 Supplementary Table. Top 40 Genes Downregulated in Microarray**

| Rank-Highest Fold Change | Gene ID      | Gene Name                 | Fold Change |
|--------------------------|--------------|---------------------------|-------------|
| 1                        | 1437279_x_at | Sdc1                      | 0.290652908 |
| 2                        | 1436759_x_at | Cnn3 ///<br>LOC100047856  | 0.353851269 |
| 3                        | 1416645_a_at | Afp                       | 0.41948489  |
| 4                        | 1449939_s_at | Dlk1                      | 0.427678845 |
| 5                        | 1425923_at   | Mycn                      | 0.461652675 |
| 6                        | 1425470_at   | ---                       | 0.471932113 |
| 7                        | 1448734_at   | Cp                        | 0.52079175  |
| 8                        | 1437025_at   | Cd28 ///<br>LOC100048845  | 0.55841709  |
| 9                        | 1425742_a_at | Tsc22d1                   | 0.573457311 |
| 10                       | 1419561_at   | Ccl3                      | 0.5834291   |
| 11                       | 1454971_x_at | Tsc22d1                   | 0.593925035 |
| 12                       | 1421492_at   | Ptgds2                    | 0.600920586 |
| 13                       | 1424733_at   | P2ry14                    | 0.605989835 |
| 14                       | 1425454_a_at | Il12a                     | 0.616812967 |
| 15                       | 1434500_at   | Ttyh2                     | 0.62069503  |
| 16                       | 1434149_at   | Tcf4                      | 0.63010886  |
| 17                       | 1419387_s_at | Muc13                     | 0.632879503 |
| 18                       | 1418872_at   | Abcb1b                    | 0.635388992 |
| 19                       | 1421027_a_at | Mef2c                     | 0.643451471 |
| 20                       | 1436917_s_at | Gpsm1                     | 0.660352155 |
| 21                       | 1420505_a_at | Stxbp1                    | 0.6698788   |
| 22                       | 1438659_x_at | Chchd6                    | 0.682294149 |
| 23                       | 1420824_at   | Sema4d                    | 0.69909734  |
| 24                       | 1455090_at   | Angptl2                   | 0.699801906 |
| 25                       | 1426543_x_at | Endod1                    | 0.709220553 |
| 26                       | 1417331_a_at | Arl6                      | 0.730217171 |
| 27                       | 1450082_s_at | Etv5                      | 0.7355738   |
| 28                       | 1426169_a_at | Lat2                      | 0.73899666  |
| 29                       | 1452679_at   | Tubb2b                    | 0.739272678 |
| 30                       | 1433655_at   | Rnf141                    | 0.747678913 |
| 31                       | 1454699_at   | LOC100047324 ///<br>Sesn1 | 0.75673627  |
| 32                       | 1424029_at   | Tspyl4                    | 0.758446593 |
| 33                       | 1451063_at   | Stxbp4                    | 0.759805468 |
| 34                       | 1424242_at   | Bphl                      | 0.760188971 |
| 35                       | 1455653_at   | Ccnj                      | 0.763337779 |
| 36                       | 1438354_x_at | Cnn3                      | 0.767225193 |
| 37                       | 1426934_at   | Nhs1                      | 0.771088042 |
| 38                       | 1460695_a_at | 2010111I01Rik             | 0.772714834 |

|    |              |              |             |
|----|--------------|--------------|-------------|
| 39 | 1425934_a_at | B4galt4      | 0.780265491 |
| 40 | 1451474_a_at | <u>Parp8</u> | 0.784824373 |

How the deposited data were processed for this re-analysis (not part of the article)

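Expression was measured on 8 Affymetrix arrays, from Picalm-knockout and PICALM-rescued cells of 4 hematopoietic cell lines. These are PICALM6A, PICALM6B, PICALM6D and PICALM84, written here as 6A, 6B, 6D and 84. The methods name the full version of the mouse array, and the sample labels name its A version, which holds fewer probe sets and which the table fits. The authors normalized the arrays by RMA, and the deposited values were used as log2 values, without further normalization. The table had 22690 probe sets, of which 64 controls were left out. Of the 22626 tested, 20380 had 1 gene symbol in the probe table, 691 had several and 1555 had none. Gene symbols were looked up in a current gene table through their gene IDs, 20351 of which were found, and 0 symbols changed. No column was left unmapped. Arrays give no count of molecules, so the number of arrays limits the precision.

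The main comparison was 4 rescued against 4 knockout arrays in limma (lmFit and eBayes, version 3.58.1, in R 4.3.3 with statmod 1.5.0), two-sided, with Benjamini-Hochberg adjustment over all probe sets and a threshold of 12.3%. The methods name SAM and this FDR but the text names no pairing, so the cell line was not a block in the main comparison. The 2 arrays of a line come from the same line, which pairs them. Their deviations from the group means correlated at 0.623 to 0.811, and by these deviations all 8 arrays correlated best with the other array of their own line. SAM was computed from its published statistic, with all 70 arrangements of the labels or, paired by line, all 16 sign changes. The statistics section of the paper names a two-tailed Student's t-test for the whole paper, and counts under the methods' t-test are given for comparison only. Single genes compared outside limma were tested with an exact permutation test over 70 arrangements. On simulated data with 4 arrays per group, 100 probe sets of 22626 were shifted by each of 2 sizes and recovered at the same threshold. The rates that follow describe these simulated data and are not the power or error of the real comparison. At a log2 change of 0.5 and of 1, limma recovered 58% and 91% (2 false of 151 calls), limma with the block 80% and 98% (31 of 209), SAM unpaired 72% and 95% (9 of 176) and SAM paired 76% and 98% (27 of 201).

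A total of 25 gene lists with 517 entries was written, of which 455 entries matched a measured gene, with the probe set of the highest mean log2 level for each gene. They covered cholesterol biosynthesis, SREBP regulation and lipoprotein uptake, fatty acid synthesis and desaturation, triglyceride and phospholipid synthesis, cholesterol efflux and LXR targets, clathrin-mediated endocytosis, SNAREs and endosome-lysosome trafficking, macroautophagy, iron homeostasis, neutrophil secondary and tertiary granules, azurophil granules, monocytes and macrophages, stem and progenitor genes with targets of MLL fusions, erythroid, megakaryocyte, mast cell and basophil, eosinophil, lymphoid, dendritic and hepatocyte genes, proliferation, the interferon response, the unfolded protein response, glycolysis, and the lipid genes of Table 1. The granule, progenitor and hepatocyte lists were written with S4 and S5 Tables in view, and the lipid genes of Table 1 were chosen by the study on these arrays. The azurophil list also holds promyelocyte genes, and the list of secondary and tertiary granules other neutrophil genes. Lists were tested with camera at a preset correlation of 0.01, adjusted over all lists and called at 0.05, with camera at an estimated correlation and fry as alternatives. Random lists were drawn 10000 times from the genes nearest in mean level.

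The lists, the test, the threshold, the rule for named genes and the alternatives were fixed before the data were examined, apart from 4 alternatives named in the closing section. The text names every gene that the results text and Table 1 name for the arrays, the first 10 genes of S4 and S5 Tables, the 10 called probe sets with the largest change in each direction or, where fewer passed, those with the smallest p and the same direction in all 4 lines, and up to 4 members of each list. Values in the paper's tables were seen before this rule was written. Fewer members of some lists are named than the rule allows. This was settled after values were seen, and 12 members were dropped then, so the share of arrays that lie far from the others is also given over all list members. Sox4 (a second probe set), Tcf4 and Grb14 were added after their values were seen. The alternatives were the line as a block, SAM, the methods' t-test, quantile normalization, centring on the median, leaving out the dimmest 40% of probe sets, array weights, a variance trend with robust settings, the mean over a gene's probe sets, a threshold of 0.05, and leaving out each array and each line.

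No probe set was named Picalm in the probe table, so Picalm was not analysed here and the labels were not checked against its level. Some other genes are not reported here. The enrichment of GO terms was not repeated, since no GO annotation was used here. The quantitative PCR and the experiments in other cells have no array and were not analysed here.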

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

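The tests of line 84 alone, of more mature myeloid cells, of a swapped array and of RNA degradation for interferon genes were chosen only after the result was seen. Genes of neutrophil granules, outside those the paper discusses, were higher in PICALM-rescued cells (adjusted p = 2.72e-11 in camera, higher in all 4 lines for 15 of 21 genes). Azurophil granule and promyelocyte genes were also higher (0.0111), and genes of progenitors were lower (0.0209). These calls were lost with an estimated correlation (adjusted p = 0.334, 0.478 and 0.38). Line 84 alone is argued against, since the granule list had a mean difference of 0.379 or more in each other line. The progenitor list was below 0 in each. In lines 6A, 6B and 6D with the block, both lists passed in camera (adjusted p = 5.39e-09 and 0.0103). Neither passed there with an estimated correlation (adjusted p = 0.511 for each). RNA degradation differing with the vector stays open. The difference between 3' and 5' control probe sets was higher in the rescued array of 3 of 4 lines and lower in line 6A. The shifts were small, at 0.007, 0.008, 0.040 and -0.040 in lines 6B, 6D, 84 and 6A (log2). The granule list differed by 0.66, 0.38, 1.86 and 1.54 in the same lines. A mixed direction was set to count against degradation, but it rests here on 1 pair of arrays with no spread of its own. How far such shifts carry over to other genes was not tested. A change toward more mature myeloid cells stays open as a hypothesis, although both lists were written with S4 and S5 Tables in view, and the members outside those tables (24 progenitor and 11 granule genes) still lay beyond random lists, 0.05% of which were as low as the progenitor members. Chance is not excluded for the number of lists, since 11 of 35 splits of the arrays gave as many gene lists past the threshold (7 in the real split, 9 at most in the others, and 3 of the 8 splits that part all 4 lines).

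Cholesterol biosynthesis genes were higher in PICALM-rescued cells of all 4 lines. Line 84 alone is argued against by the mean difference of 0.150 in line 6D, the smallest of the other 3 lines. This test was set after every member was seen to be higher in all 4 lines, which fixes its sign. In lines 6A, 6B and 6D with the block, the list passed in camera (adjusted p = 5.39e-09) but not with an estimated correlation (0.511). A shift shared by genes of similar brightness is argued against by the 0 of 10000 random lists with a median as high. Of the 35 splits of the arrays, 1, the real one, gave a camera p as small (6.41e-12 before adjustment, against 9.39e-12 at the smallest in the others), but most of these splits do not part all 4 lines as the real one does, and 30 of the 34 others also had a p under 0.05 for this list. Among the 8 splits that part all 4 lines, the smallest of the others was 9.50e-09, and these splits are too few for a share under 0.05. What remains open is chance among the paired splits. Also open are PICALM itself, growth of rescued cells as separate cultures, RNA degradation differing with the vector and a change toward more mature cells. None of the latter was tested for this list. The granule list ranked the lines the same way (1.54, 0.66, 0.38 and 1.86 in lines 6A, 6B, 6D and 84, against 0.24, 0.18, 0.15 and 0.63 for cholesterol, log2). So did the standard deviation of the difference over all probe sets (0.223, 0.183, 0.148 and 0.354). The shared ranking thus cannot tell a change toward more mature cells from larger differences of all genes in some lines.

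The arrays of line 84 stood apart from the other 6 arrays. Both had a larger difference between 3' and 5' control probe sets than the other 6 (0.129 at least, against 0.107 at most), so RNA degradation stays open for part of it, although the rescued array, with the larger difference of the 2 (0.169), correlated better with the arrays of the other lines (0.983 to 0.985) than the knockout array (0.970 to 0.974). Of the interferon response genes, 18 of 18 were higher in the knockout array of line 84 than in the rescued one. That count restates the difference that prompted it and rests on 1 pair of arrays, so it cannot decide on RNA degradation for these genes. A swap of an array with another line is argued against, since the 2 arrays of line 84 correlated at 0.811 as deviations from their group means and at -0.55 at most with any other array. A biological difference of the line itself was not tested and stays open.

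The count of probe sets between rescued and knockout cells was set beside the other splits of the arrays. At an unadjusted p under 0.05 in limma, 14 of 35 splits had as many probe sets (1074 in the real split, 2315 at most in the others), so chance is not excluded, and every other split with as many kept both arrays of line 84 in 1 group, which points to a structure of the samples. Among the 8 splits that part all 4 lines, the real one had the most, with 579 at most in the others, but these are too few for a share under 0.05. The real split called 0 probe sets and the others 9 at most, and since all 35 splits must then reach the real count, the number of calls says nothing about chance.

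In groups of 4 arrays of a condition, 1 array lay far from the other 3 in 38 of 208 groups, where chance gives about 1 in 20. The array was of line 84 in 35 of the 38 and of another line in 3. Among all 880 groups of list members the share was 20.0%, and the array was of line 84 in 164 of 176. The values that follow are the gap to the nearest array as a share of the range. Among knockout arrays, the mean of line 84 was the lowest in the lists of cholesterol biosynthesis (0.903), triglyceride and phospholipid synthesis (0.868) and neutrophil granules (0.936). It was the highest in the lists of progenitors (0.842), erythroid (0.850), megakaryocyte (0.890), mast cell and basophil (0.963), dendritic cell (0.856) and interferon response genes (0.963). Among rescued arrays, it was the highest in the lists of progenitors (0.887), erythroid (0.964), eosinophil (0.881) and interferon response genes (0.864).

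Among single genes in knockout arrays, line 84 was the lowest for Fdft1 (0.830), Pmvk (0.882), Hk1 (0.833), Stfa3 (0.911), Vcan (0.879), Sc5d (0.905), Mvd (0.941), Lss (0.858), Elane (0.893) and Grb14 (0.893). It was the highest for Rtp4 (0.996), Ifit1 (0.974), Cpa3 (0.957), Prg2 (0.930), Epx (0.872) and Sox4 (0.831). In rescued arrays, line 84 was the highest for Rtp4 (0.934), Ifit1 (0.873), Epx (0.901) and Sox4 (0.869 and 0.835 for its 2 probe sets) and the lowest for Elane (0.978). Line 6A was the highest rescued array for Dgat2 (0.852) and Ngp (0.852) and the lowest knockout array for Plcb2 (0.853).

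In data the paper did not discuss, the list of mast cell and basophil genes was higher (adjusted p = 0.0125 in camera, and adjusted p = 0.619 with an estimated correlation) and that of the interferon response lower (adjusted p = 0.0161, and adjusted p = 0.730 with an estimated correlation) in PICALM-rescued cells. The interferon difference was in line 84 (-2.10, against -0.01 to 0.06 in the other lines, log2) and turned without its knockout array but with its rescued array kept (0.0289, higher).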

How the results depend on the processing

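The fits that used only lines 6A, 6B and 6D with the block, and the block with an estimated correlation or fry, were chosen after the data were seen. The 0 probe sets called by limma stayed 0 under quantile normalization, centring, the dim filter, the variance trend and a threshold of 0.05, and leaving out arrays or lines gave 0 higher and 0 to 8 lower, the 8 without both arrays of line 84. Array weights called 1 lower. The replicate block called 1 higher and 17 lower, and 8 higher and 42 lower in lines 6A, 6B and 6D alone. SAM called 22 higher and 39 lower unpaired, 137 and 475 paired, and the methods' t-test 617 and 562 at an unadjusted p under 0.05 (0 after adjustment). These counts moved, and the cause was not tested. Of the cholesterol list's members, SAM paired called 1 and the methods' t-test 5. For the 9 genes of the results text the counts were 1 (SAM unpaired), 2 (SAM paired) and 7 (methods' t-test), and for Table 1 they were 2, 3 and 15.

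The cholesterol list kept its direction and its call under every alternative except an estimated correlation (adjusted p = 0.3825), the same with the replicate block (0.460) and with the block in lines 6A, 6B and 6D (0.511), fry (0.330) and fry with the block (0.139). Leaving out arrays or lines gave adjusted p from 8.74e-14 to 1.67e-07 in camera. Of 24 other lists, 6 passed in the main comparison, and 0 passed with an estimated correlation or with directional fry. The interferon list reversed without the knockout array of line 84 (adjusted p = 0.0289, higher, and 6.43e-04 to 0.942 over all arrays and lines left out), without both arrays of line 84 (0.942) and with the replicate block in lines 6A, 6B and 6D (0.890, and 0.928 with an estimated correlation). These fits leave out arrays of its largest difference. Without the knockout array of line 84 alone, its rescued array stayed in. Its interferon mean was 7.68, against 6.39 to 6.57 in the other rescued arrays, so the higher call can come from the line. Fits that leave out a single array are not paired by line, so differences between lines enter them. The interferon list lost its call without the rescued array of line 6D (0.0779). The replicate block changed the calls of the SNARE list (0.0465, and adjusted p = 0.533 with an estimated correlation) and the eosinophil list (0.0290, and adjusted p = 0.439 with an estimated correlation) and of 6 of 78 named probe sets (Cd28, Cp, Gpsm1, Grb14, Sox4 and Tcf4), and it changed no other call. Over all alternatives, lists other than cholesterol gained a call in 14 cases and lost one in 40, and named probe sets gained one in 145, 51 of them under the methods' t-test, 42 with SAM paired and 28 with SAM unpaired, and lost 0. A change of sign without a call on either side was not counted as a reversal. Such changes, with the 4 of the interferon list, came to 65 for lists, in 12 of 25 lists, and to 2 for single genes (Rtp4 and Ifit1 without the knockout array of line 84). The alternative planned for Picalm was not run, since no probe set carried its name. Without adjustment, the 583 probe sets higher and 491 lower at a p under 0.05 in limma became 529 and 535 with quantile normalization, 680 and 413 with centring, 338 and 373 without the dimmest 40%, 548 and 493 with the variance trend, 1516 and 1169 with array weights and 1396 and 1429 with the replicate block. At least 1 of the 2 moved over 1.5 times without the rescued array of line 6A (365 and 291) or 6B (386 and 314), the knockout array of line 84 (961 and 678), or both arrays of line 6A (220 and 201), 6B (273 and 224) or 84 (1407 and 1193). On simulated data, limma with 4 arrays per group recovered fewer changes of 0.5 than of 1 (log2), and recovery by brightness was not tested.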

Differences from the paper's values

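For differentially expressed probe sets, the paper states 343 at an FDR of 12.3% (the paper's value), where limma at the same threshold called 0. No alternative set before the data were examined came within 1.5 times of the paper's count. The counts were 18 with the cell line as a block, 61 with SAM unpaired, 612 with SAM paired by line, 1179 with the methods' t-test at an unadjusted p under 0.05 and 0 after adjustment, 1 with array weights, 8 without both arrays of line 84 and 0 under the other alternatives. The fit with the block in lines 6A, 6B and 6D, chosen after the values were seen, gave 50. At the number of calls nearest to the paper's, SAM unpaired had 332 calls at an FDR of 39.3% and SAM paired 340 calls at 9.35%. Of the 80 probe sets in S4 and S5 Tables, SAM unpaired called 26 and SAM paired 52, and limma with the block called 5. Of the 20 genes of Table 1 with a probe set of their own, SAM unpaired called Pip5k1b and Ltb4r1, SAM paired called these and Mogat2, and the methods' t-test, unadjusted, called 15. Both forms of SAM and the methods' t-test, unadjusted, also called the probe set shared by forms of Mrgpra2.

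S4 Table gives the name Foxo3 to a probe set that the probe table names Hsd11b1, a gene that Table 1 lists. The folds of all 80 probe sets in S4 and S5 Tables were within 0.1% of the paper's values.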

Other observations

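The test of liver cells was planned, and the choice of which genes to name in this part was made after values were seen. Genes of the interferon response were lower in PICALM-rescued cells of line 84 and near 0 in the other lines, with mean differences of 0.06 in line 6A, 0.03 in line 6B, -0.01 in line 6D and -2.10 in line 84 (log2). Rtp4 differed by -3.34 and Ifit1, an antiviral RNA-binding protein, by -3.30 in line 84. The list of 18 genes had a median of -0.42 and an adjusted p of 0.0161 in camera (adjusted p = 0.730 with an estimated correlation). It turned to higher without the knockout array of line 84 but with its rescued array kept (0.0289). It did not pass without the rescued array of line 6D (0.0779), without the dimmest 40% of probe sets (0.1233) or with array weights (0.784). Genes of mast cells and basophils were higher as a group of 14 (camera, adjusted p = 0.0125, and adjusted p = 0.619 with an estimated correlation), among them Cpa3, a mast cell protease, which differed by 3.29 in line 6A and 0.55 in line 6B. That list did not pass without the rescued array of line 84 (0.461) or the knockout array of line 6B (0.0572) or of line 6D (0.0545), or without the dimmest 40% of probe sets (0.139). The 8 eosinophil genes had a median of 0.24 (camera, adjusted p = 0.172), and passed with the cell line as a block (0.0290, and adjusted p = 0.439 with an estimated correlation) or without the rescued array of line 6A (0.0471). Prg2, the major basic protein of eosinophils, differed by 5.57 and Epx, eosinophil peroxidase, by 3.88 in line 84, and Prg2 by -0.14 in line 6A and -0.19 in line 6B.

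Genes of glycolysis had a median of -0.03 and a mean of 0.04 over 17 genes (camera, lower, adjusted p = 0.843), with mean differences of -0.06, -0.05 and -0.07 in lines 6A, 6B and 6D and 0.35 in line 84. The list was lower without both arrays of line 84 (0.00153), without its rescued array (0.0295) and with array weights (0.0183), and had an adjusted p = 0.906 with an estimated correlation over all 8 arrays. In lines 6A, 6B and 6D with the block, a fit chosen after the data were seen, it was also lower in camera (adjusted p = 0.00123). That call was lost with an estimated correlation (adjusted p = 0.567). Pdk1, a kinase that inhibits pyruvate dehydrogenase, differed by -0.65 in line 6A and 0.36 in line 84, and Bnip3, a hypoxia-responsive gene of mitophagy, by -1.02 and 0.97. Whether the lines differ in these genes was not tested. Genes of endocytosis and trafficking, in which PICALM takes part, did not pass. The median log2 fold change was 0.03 over 30 genes of clathrin-mediated endocytosis (camera, adjusted p = 0.176), 0.07 over 25 genes of SNAREs and endosome-lysosome trafficking (0.113) and 0.03 over 24 genes of macroautophagy (0.347). The SNARE list passed with the cell line as a block (0.0465, and adjusted p = 0.533 with an estimated correlation) and without the knockout array of line 6A (0.0398). Iron homeostasis had a median of 0.03 over 16 genes, with the camera test on the lower side (0.886).

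Of other cell types and states, no list passed in camera. The adjusted p was 0.762 for 20 monocyte and macrophage genes, of which Fn1, fibronectin (2.14-fold higher), passed when adjusted over the list alone, 0.176 for 17 erythroid genes (0.0138, higher, without the knockout array of line 84, and adjusted p = 0.735 with an estimated correlation over all arrays), 0.300 for 14 megakaryocyte genes, of which Thbs1 passed when adjusted over the list alone, 0.762 for 20 lymphoid genes and 0.319 for 15 dendritic cell genes. It was 0.886 for 27 proliferation genes and 0.892 for 21 genes of the unfolded protein response. The monocyte list had a median of -0.05 and a mean of 0.08, and the lymphoid list a median of 0.03 and a mean of -0.03.

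A hypothesis was that liver cells carried over in the knockout cultures may account for Afp, Dlk1 and Cp, which were lower in PICALM-rescued cells and which passed when adjusted over the list of 20 hepatocyte and fetal liver genes alone (camera for the list, adjusted p = 0.172). Of the 6 other abundant hepatocyte genes measured, 0 were lower in all 4 lines, which was set to count against it. Their log2 changes ran from -0.06 for Fgb (standard error 0.08) to 0.22 for Apoa1 (0.14). Against these, Afp changed by -1.25 and Cp by -0.78, in another probe set than that of S5 Table (-0.94). The 6 other genes were dim in knockout cells (percentiles 21.4 to 47.4 of all levels, and 59.2 for Afp). Cp, which fell, was at 40.2, near Apoa1 (39.9) and below Ttr (47.4). Levels of different probe sets do not show whether the 6 genes were detected and could fall. The count of 0 therefore cannot decide. The paper selected immortalized hematopoietic progenitors by serial replating. Whether liver cells outlasted that selection was not tested, so carried-over liver cells stay open. Alb was at 5.95 ± 0.07 and Ttr at 7.09 ± 0.11 (log2, SD, n = 4) in knockout cells.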
